# PRAMEL7 and CUL2 decrease NuRD stability to establish ground-state pluripotency

**DOI:** 10.1038/s44319-024-00083-z

**Published:** 2024-02-08

**Authors:** Meneka Rupasinghe, Cristiana Bersaglieri, Deena M Leslie Pedrioli, Patrick GA Pedrioli, Martina Panatta, Michael O Hottiger, Paolo Cinelli, Raffaella Santoro

**Keywords:** PRAMEL7, Cullin 2, NuRD, UHRF1, Ground-state Pluripotency, Chromatin, Transcription & Genomics, Post-translational Modifications & Proteolysis, Stem Cells & Regenerative Medicine

## Abstract

Pluripotency is established in E4.5 preimplantation epiblast. Embryonic stem cells (ESCs) represent the immortalization of pluripotency, however, their gene expression signature only partially resembles that of developmental ground-state. Induced PRAMEL7 expression, a protein highly expressed in the ICM but lowly expressed in ESCs, reprograms developmentally advanced ESC+serum into ground-state pluripotency by inducing a gene expression signature close to developmental ground-state. However, how PRAMEL7 reprograms gene expression remains elusive. Here we show that PRAMEL7 associates with Cullin2 (CUL2) and this interaction is required to establish ground-state gene expression. PRAMEL7 recruits CUL2 to chromatin and targets regulators of repressive chromatin, including the NuRD complex, for proteasomal degradation. PRAMEL7 antagonizes NuRD-mediated repression of genes implicated in pluripotency by decreasing NuRD stability and promoter association in a CUL2-dependent manner. Our data link proteasome degradation pathways to ground-state gene expression, offering insights to generate in vitro models to reproduce the in vivo ground-state pluripotency.

## Synopsis

PRAMEL7 reprograms ESC to ground-state pluripotency by recruiting CUL2 to chromatin and targeting chromatin regulators for proteasomal degradation. This leads to a gene expression signature close to developmental ground-state, linking proteasome degradation pathways to ground-state gene expression.

1. PRAMEL7 associates with and recruits CULLIN2 to chromatin.
2. PRAMEL7-CULLIN2 interaction is required to establish gene expression signature close to developmental ground-state.
3. PRAMEL7 targets regulators of repressive chromatin, including the NuRD complex, for proteasomal degradation in a CULLIN2-dependent manner.
4. PRAMEL7 antagonizes NuRD-mediated repression by decreasing NuRD stability and promoter association in a CUL2-dependent manner.

## Abstract (web summary)

PRAMEL7 reprograms ESC to ground-state pluripotency by recruiting CUL2 to chromatin and targeting chromatin regulators for proteasomal degradation. This leads to a gene expression signature close to developmental ground-state, linking proteasome degradation pathways to ground-state gene expression.

## Introduction

Mouse embryonic stem cells (ESCs) are derived from the inner cell mass (ICM) and represent the immortalization of naive pluripotency. Depending on culture conditions, ESCs can acquire molecular features that are distinct from those characterizing the developmental ground-state of pre-implantation epiblast cells (Hackett and Surani, 2014). Mouse ESCs can be propagated in medium containing fetal calf serum and leukemia inhibitory factor (LIF) (ESC+serum) or in serum-free 2i medium (ESC+2i) that contains LIF plus two small-molecule kinase inhibitors for MEK/ERK (PD0325901) and GSK3 (CHIR99021) (Ying et al, 2008). Both ESC+2i and ESC+serum are pluripotent. However, ESC+serum exhibit an altered transcriptional and epigenetic profile relative to preimplantation epiblast cells and are considered to be functionally naive but not ground-state (Tang et al, 2010). In contrast, ESC+2i closely resemble the developmental ground-state in vivo (Boroviak et al, 2014). Compared to ESC+serum, ESC+2i exhibit a transcriptional profile close to E4.5 epiblast cells and a less repressed epigenetic landscape, including a hypomethylated genome that is comparable to the DNA methylation state of the inner cell mass (ICM) (Boroviak et al, 2014; Ficz et al, 2013; Habibi et al, 2013; Leitch et al, 2013; Marks et al, 2012; Smith, 2012).

We have recently shown that Preferentially Expressed Antigen in Melanoma-like 7 (PRAMEL7) is implicated in the establishment of ground-state pluripotency (Graf et al, 2017). PRAMEL7 is expressed at high levels at the morula stage and in ICM but is completely absent in post-implantation embryos and in differentiated tissues (Bortvin et al, 2003; Casanova et al, 2011; Cinelli et al, 2008). During ICM transition to ESCs, PRAMEL7 is also strongly downregulated. Further, *Pramel7* knock out (KO) embryos arrested during development at the morula stage, indicating an important role for the establishment of the blastocyst (Graf et al, 2017). Induced PRAMEL7 expression in ESC+serum caused global DNA hypomethylation and promoted a gene expression signature close to developmental ground-state (Graf et al, 2017). PRAMEL7-mediated DNA hypomethylation of ESC+serum occurs since PRAMEL7 targets for proteasomal degradation UHRF1, an essential co-factor of the de novo DNA methyltransferase 1 (DNMT1) (Bostick et al, 2007; Liu et al, 2013; Sharif et al, 2007). A similar observation was also reported during the transition of ESC+serum to ESC+2i, showing UHRF1 downregulation at protein levels (von Meyenn et al, 2016). Finally, PRAMEL7/UHRF1 expression is mutually exclusive in ICMs whereas *Pramel7*-KO embryos express high levels of UHRF1 (Graf et al, 2017). However, PRAMEL7-mediated DNA hypomethylation cannot entirely explain the significant transcriptional changes occurring upon expression of PRAMEL7 in ESC+serum. Indeed, DNA hypomethylation observed in knockout of all *Dnmts* or *Uhrf1* in ESCs or upon culture in 2i conditions has little effect on gene expression (Ficz et al, 2013; Fouse et al, 2008; Sharif et al, 2016). These observations suggest that PRAMEL7 might have additional functions for the establishment of ground-state pluripotency that go beyond DNA methylation pathways.

In this study, we show that PRAMEL7-mediated reprogramming of ESC+serum into a developmental ground-state gene signature requires the interaction of PRAMEL7 with Cullin2 (CUL2), a core component of CUL2-RING E3 ubiquitin-protein ligase complex, which mediates ubiquitination of target proteins, leading to their degradation (Cai and Yang, 2016). We show that PRAMEL7 recruits CUL2 to chromatin and identify PRAMEL7/CUL2-targets for proteasomal degradation that are linked to pluripotency pathways in stem cells. These PRAMEL7/CUL2-targets are mainly components of repressive chromatin, such as the Nucleosome Remodeling and Deacetylase (NuRD) complex. As example of this regulation, we show that PRAMEL7/CUL2 axis contrasts the repression of NuRD-target genes implicated in pluripotency by reducing the binding of the NuRD component CHD4 at PRAMEL7-regulated genes in a CUL2-dependent manner. The results support a role of PRAMEL7 in the establishment of ground-state pluripotency, acting on the modulation of chromatin repressive factors to promote a ground-state transcriptional signature.

## Results

### PRAMEL7-CUL2 and -BC box domains are required for PRAMEL7-CUL2 interaction and UHRF1 degradation

To determine how PRAMEL7 reprograms ESCs toward a ground-state gene expression signature, we set to identify PRAMEL7 targets for proteasomal degradation that could play a role during PRAMEL7-mediated gene expression changes. Previous work showed that PRAMEL7 associates with CUL2 (Graf et al, 2017). This result prompted us to determine whether CUL2 is required to PRAMEL7-mediated gene expression in ESCs by generating PRAMEL7 mutants with impaired ability to associate with CUL2. We performed homology domain analysis with several proteins known to interact with CUL2 and containing Cul2 and BC box domains, which mediate the interaction with CUL2 and ELONGIN C respectively (Costessi et al, 2011), and identified these domains at the N-terminus of PRAMEL7 (Fig. 1A). To assess the functionality of PRAMEL7-CUL2 and -BC box domains, we introduced point mutations at conserved amino acids within the Cul2 or BC box domains or both (PRAMEL7_C2mut_, PRAMEL7_BCmut_, PRAMEL7_BC/C2mut_) and generated a small N-terminus truncated PRAMEL7 missing the first 40 amino acids (PRAMEL7_ΔN_) that only contain the Cul2 and BC box domains, and consequentially expressing 83% of PRAMEL7 peptide (Fig. 1A,B). HA-immunoprecipitation (HA-IP) in HEK293T cells transfected with plasmids expressing HA/FLAG (H/F)-Pramel7_WT_ or mutants showed that only PRAMEL7_WT_ interacts with endogenous CUL2, indicating that Cul2 and BC box domains are both essential for PRAMEL7-CUL2 interaction (Fig. 1C). Western blot signals of total CUL2 (input) and PRAMEL7-interacting CUL2 (HA-IP) were also characterized by two distinct bands. CUL2 band with the higher molecular weight was previously reported to be the post-translationally modified neddylated form that represents the active CUL2 (Duda et al, 2008; Pan et al, 2004; Wada et al, 1999). These results suggest that PRAMEL7 also interacts with active, neddylated CUL2. Next, we assessed whether the PRAMEL7-CUL2 interaction is required for the stability of UHRF1, which is known to be a PRAMEL7-target for proteasomal degradation (Graf et al, 2017) Consistent with previous results, western blot analyses showed that the expression of PRAMEL7 in HEK293T cells downregulate UHRF1 protein levels (Fig. 1D). In contrast, all PRAMEL7 mutants could not affect UHRF1 levels, suggesting a role of PRAMEL7-CUL2 interaction in regulating UHRF1 stability. To further support these data, we established ESC+serum lines stably expressing H/F-PRAMEL7_WT_ or H/F-PRAMEL7_ΔN_ through the insertion of one transgene copy under the control of the CAG promoter in the *Rosa26* locus. Consistent with previous work (Graf et al, 2017), PRAMEL7 levels in parental ESC+serum are very low and under the detection limit for western analyses (Fig. 1E). In agreement with the results observed in HEK293T cells, HA-IP from ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ revealed that PRAMEL7_WT_ interacts with endogenous CUL2, including neddylated CUL2, while PRAMEL7_ΔN_ does not (Fig. 1E). Accordingly, UHRF1 protein levels were strongly downregulated in ESCs expressing PRAMEL7_WT_ compared to parental ESCs whereas they were not affected in ESCs expressing PRAMEL7_ΔN_ (Fig. 1F). Collectively, these results indicate that PRAMEL7-Cul2 and -BC box domains mediate the interaction with CUL2 and are required for proteasomal degradation of UHRF1.

**Figure 1:**
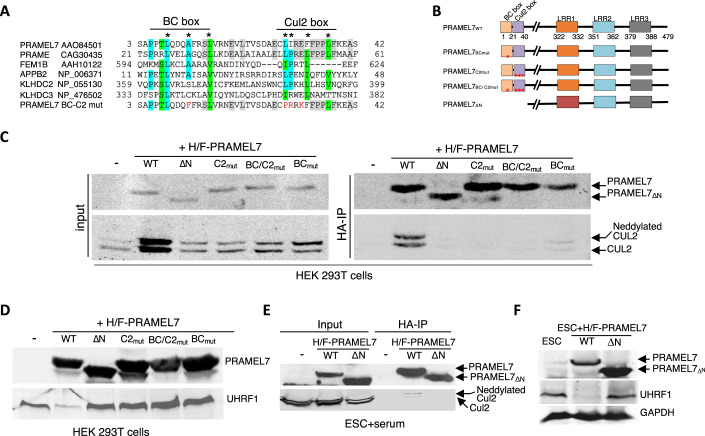
PRAMEL7-Cul2 and -BC box domains are required for PRAMEL7-CUL2 interaction and Uhrf1 degradation. (**A**) Multiple sequence alignment of proteins containing Cul2 and BC box domains with PRAMEL7 showing PRAMEL7 conserved residues. Proteins aligned with identical amino acids are highlighted in cyan and those aligned with very similar ones in green. Identical amino acids between PRAMEL7 and its human homologue PRAME are in gray. Conserved PRAMEL7 residues are labeled with an asterisk. Mutated aminoacids in PRAMEL7 mutants (mut.) are labeled in red. (**B**) Schematic representation of PRAMEL7 domains and PRAMEL7 mutants. The N-terminal domain of PRAMEL7_WT_ contain ELONGIN B and C (BC)- and Cul2 box-domains. PRAMEL7 also contains three LRR domains (Bella et al, 2008). (**C**) HA-immunoprecipitation (IP) in HEK293T cells transfected with HA/FLAG-Pramel7 (H/F-Pramel7) and the indicated mutant plasmids. Western blot shows PRAMEL7, CUL2 and neddylated CUL2. (**D**) Western blot of HEK293T cells transfected with HA/FLAG-PRAMEL7 (H/F-PRAMEL7) and the indicated mutant plasmids. PRAMEL7 and UHRF1 signals are shown. (**E**) HA-IP of ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ lines. Western blot showing PRAMEL7, CUL2 and neddylated CUL2. (**F**) Western blot of ESC + H/F-PRAMEL7_WT_ and H/F-PRAMEL7_ΔN_. PRAMEL7 and UHRF1 signals are shown. GAPDH serves as loading control. Source data are available online for this figure.

### PRAMEL7/CUL2 axis reprograms the developmentally advanced ESC+serum toward ground-state pluripotency gene expression signature

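Parental mouse ESCs, ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ were compared by sequencing of polyadenylated RNA. In both derived lines, the HA/FLAG-tagged sequence had been inserted with Cas9 at the *Rosa26* locus under the CAG promoter, and clones had been isolated from single cells. PRAMEL7_ΔN_ lacks the first 40 amino acids in the paper's text, whereas the sample labels give a deletion of 50. The deposited values cover 2 libraries for each of the 3 lines, whereas the methods and the legend of Fig. 2 give 3 replicates. The authors mapped the reads to mm10 with STAR, counted reads on exons with their own pipeline and deposited RPKM values. Tested on the values of 9836 genes, the length in these RPKM values was the whole span of the gene, introns included, with a correlation across genes of 0.997 against 0.703 for the length of the exons. RPKM multiplied by the span lay within 0.1 of whole reads for 98.1 to 98.4% of the values up to 20 reads per library. Reads on genes ranged from 18249148 to 19850005 per library. The values were expressed as CPM of reads on genes, with the authors' scaling between libraries kept. The 12914 genes above 1 CPM in at least 2 libraries were tested with limma on log2(value + 1), with the 3 lines in one fit and Benjamini-Hochberg adjustment. The variance between the 2 libraries of a line, divided by the variance that counting alone gives, was 24.5 in parental ESCs, 4.82 in ESC + H/F-PRAMEL7_WT_ and 9.31 in ESC + H/F-PRAMEL7_ΔN_.

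*Pramel7*, on chromosome 2 from 87489087 to 87497093, had 0.237 ± 0.029 CPM (SD, n = 2 libraries) in parental ESCs, from 5 and 4 reads. In ESC + H/F-PRAMEL7_WT_ it had 48.7 ± 3.49 CPM (SD, n = 2) and in ESC + H/F-PRAMEL7_ΔN_ 414.3 ± 23.5 (SD, n = 2). The ratio of the means was 205.5-fold for ESC + H/F-PRAMEL7_WT_ over parental ESCs and 8.51-fold for ESC + H/F-PRAMEL7_ΔN_ over ESC + H/F-PRAMEL7_WT_. The contrast of the derived lines gave a log2 fold change of -3.06 for ESC + H/F-PRAMEL7_WT_ over ESC + H/F-PRAMEL7_ΔN_ (standard error 0.11, adjusted p = 6.12e-07 from limma). The values do not separate reads of the inserted sequence from reads of the endogenous gene.

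**Figure D1:**
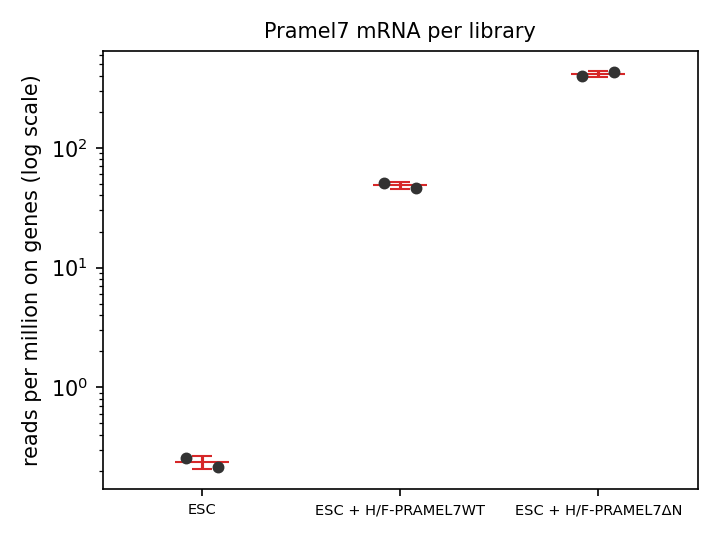
*Pramel7* mRNA in CPM of reads on genes (log scale) in parental ESCs, ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_. Each point is 1 library and the bars give the mean and SD of 2 libraries. The libraries of ESC + H/F-PRAMEL7_ΔN_ lie at 397.7 and 430.9 CPM and those of ESC + H/F-PRAMEL7_WT_ at 51.2 and 46.2.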

To determine whether PRAMEL7-CUL2 interaction is required to reprogram ESC+serum toward a ground-state gene expression signature, we performed RNAseq analysis and compared transcriptomic profiles of ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ relative to parental ESCs (Fig. 2A,B, Dataset EV1,2). The expression of PRAMEL7_WT_ in ESCs led to the upregulation of 894 genes and the downregulation of 887 genes (log_2_ fold change ±0.58, *P* value < 0.05) (Fig. 2A, Dataset EV1). 

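In the deposited values, 600 genes were upregulated and 1163 downregulated in ESC + H/F-PRAMEL7_WT_ at the limits on the log_2_ fold change and the unadjusted P value that the paper gives. With the adjusted P value that the methods name, 526 and 1086 genes passed. Of the upregulated genes of Dataset EV1, 853 were tested, all 853 had a positive log_2_ fold change here and 573 passed the limits. Of its downregulated genes, 819 were tested and 819 passed. The log_2_ ratio of the deposited values was lower than the log_2_ fold change in the authors' deposited table by a nearly constant amount. The median difference was -0.099 (5th to 95th percentile -0.1 to -0.097) over the 5682 genes above 30 CPM. With the libraries rescaled by the median of their ratios, a setting chosen after seeing the values, 835 genes were upregulated and 872 downregulated. Among the other settings, the counts were lowest with RPKM used without the conversion (53 and 6) and highest without a limit on the fold change (1848 and 3275).

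Apart from *Pramel7*, the genes with large increases and at least 10 CPM on average included *Pdgfc*, *Tuba3a* and *Gm9320*. *Pdgfc*, on chromosome 3, rose from 6.17 ± 2.59 CPM (SD, n = 2) in parental ESCs to 25.5 ± 0.0951 (SD, n = 2), a log_2_ fold change of 1.93 (standard error 0.22, adjusted p = 0.000991 from limma). *Tuba3a*, on chromosome 6, which has a near-identical copy with which it could have shared reads, had 1.82 and *Gm9320* had 1.81. The libraries of ESC + H/F-PRAMEL7_WT_ differed for *Gm9320*, with 21.8 and 10.5 CPM, and those of ESC + H/F-PRAMEL7_ΔN_ had 4.79 and 25.2. Its adjusted p from limma in ESC + H/F-PRAMEL7_WT_ was 0.0488. Over the other settings this p lay between 0.013 and 0.177, the highest without a filter. *Usp26* and *Scml2*, both on the X chromosome, had log_2_ fold changes of -2.91 and -2.60 (adjusted p = 2.9e-05 from limma for each). *Dnah8* had -2.42 and *Gm17657* -2.18. Of the 1163 downregulated genes, 277 lay on chromosome 11, or 23.8% against 8.5% of the tested genes.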

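In ESC + H/F-PRAMEL7_ΔN_, 406 genes were upregulated and 1184 downregulated relative to parental ESCs, and 370 and 1086 passed with the adjusted P value. Of the genes of Dataset EV2, 378 of 562 tested upregulated genes and 906 of 908 tested downregulated genes passed here, and all had the direction of the dataset. The deposited values gave log_2_ ratios lower than the authors' fold changes for this line as well, with a median difference of -0.082 (5th to 95th percentile -0.085 to -0.08) over 5681 genes. After the median-ratio rescaling, 560 genes were upregulated and 991 downregulated.

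Apart from *Pramel7*, with a log_2_ fold change of 8.39, the most upregulated genes with at least 10 CPM on average were *Emp1*, *Creb5*, *Zfp423* and *Gprc5a*, with log_2_ fold changes of 1.62, 1.54, 1.53 and 1.53. *Emp1*, *Creb5* and *Gprc5a* lie on chromosome 6, which carried 74 of the 406 upregulated genes, or 18.2% against 4.7% of the tested genes. *Scml2*, on the X chromosome, had a log_2_ fold change of -3.83 (adjusted p = 1.94e-06 from limma) and *Eif2s3y*, a gene of the Y chromosome, of -3.78 (adjusted p = 4.76e-06). *Slc4a5*, on chromosome 6, had -3.62 and *Pnma5*, on the X chromosome, -3.53. *Gm17657* had 0 reads in one library of ESC + H/F-PRAMEL7_ΔN_ and 61 in the other, and the size of its log_2_ fold change, -4.49, depends on the value added before taking logarithms.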

We also found significant changes in ESC+Pramel7_ΔN_ that were characterized by a higher number of downregulated genes (1046) compared to the upregulated genes (581) (Fig. 2B, Dataset EV2). By intersecting the list of genes regulated in ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_, we defined two classes of genes: genes that were differentially expressed only in ESC + H/F-PRAMEL7_WT_ (i.e., genes depending on PRAMEL7 N-terminus) or in both ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ (i.e., genes that do not depend on PRAMEL7 N-terminus) (Fig. 2C, Dataset EV3). Since PRAMEL7 N-terminus mediates the interaction with CUL2, we named the first class of genes as PRAMEL7_Cul2_ (i.e., CUL2-interaction dependent genes) whereas genes regulated by PRAMEL7 independently of its N-terminus were named PRAMEL7_Cul2-ind_ (i.e., CUL2-interaction independent genes). 

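Of the 600 genes upregulated in ESC + H/F-PRAMEL7_WT_ here, 496 were not upregulated in ESC + H/F-PRAMEL7_ΔN_, or 82.7% (95% Wilson interval 79.4 to 85.5). Of the 1163 downregulated genes, 670 were not downregulated in ESC + H/F-PRAMEL7_ΔN_, or 57.6% (54.7 to 60.4). The intervals treat genes as independent draws, which genes measured in the same libraries are not. Over the other settings the shares lay between 69.0% and 92.5% for upregulated and between 50.0% and 65.7% for downregulated genes. Of the 496 and the 670 genes, 48 upregulated and 17 downregulated ones passed the limits in the opposite direction in ESC + H/F-PRAMEL7_ΔN_. Because a gene can pass the limits in one line and narrowly miss them in the other, the lines were also compared directly in the same fit. Of the 496 genes, 324 (65.3%) were higher in ESC + H/F-PRAMEL7_WT_ than in ESC + H/F-PRAMEL7_ΔN_ with the adjusted P value. Of the 670 genes, 284 (42.4%) were lower. The median log_2_ fold change of the 496 genes was 0.741 in ESC + H/F-PRAMEL7_WT_ and 0.111 in ESC + H/F-PRAMEL7_ΔN_. That of the 670 genes was -0.706 and -0.288. As these genes were chosen by their change against parental libraries that both lines share, part of the same-sided change in ESC + H/F-PRAMEL7_ΔN_ can follow from that choice.

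Both comparisons use the same parental libraries, and the log_2_ fold changes had a correlation across genes of 0.465. In 50 simulations of unchanged lines sharing these controls, this correlation was 0.502 on average (0.484 to 0.515), where genes are not independent replicates. The simulations drew genes independently and gave all libraries the same spread per gene. In the data, the parental libraries varied more, with 24.5 times the variance from counting, against 4.82 and 9.31 in the derived lines. The simulated value therefore does not show which correlation unchanged lines would have here. The simulations of unchanged lines gave 18.7 upregulated and 18.9 downregulated genes on average, of which 83% and 84.2% passed in one line alone. In 50 simulations with the same fold changes in both lines, 31.4% of the upregulated and 24% of the downregulated genes passed in one line alone. Of the genes that passed in one line alone there, 0.13% and 0.02% differed in the direct comparison. No gene was set to differ between the lines in these simulations, so low shares follow from the setting.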

Remarkably, the large majority of genes upregulated (80%) or downregulated (60%) in ESC + H/F-PRAMEL7_WT_ were PRAMEL7_Cul2_ genes, indicating that the N-terminus of PRAMEL7, and most likely its association with CUL2, is the main driver for PRAMEL7-mediated gene regulation in ESCs (Fig. 2C). 

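The genes that passed the limits in the same direction in both lines numbered 104 upregulated and 493 downregulated. Their median log_2_ fold changes were 0.797 in ESC + H/F-PRAMEL7_WT_ and 0.779 in ESC + H/F-PRAMEL7_ΔN_ for the former, and -0.87 and -0.896 for the latter. Of the 493 downregulated genes, 114 lay on chromosome 11 and 39 between 80 and 100 Mb on chromosome 6, regions in which most genes were lower in both lines than in parental ESCs. In the lists of Dataset EV3, which the study chose on these libraries, 430 of 677 tested upregulated PRAMEL7_Cul2_ genes (63.5%) and 217 of 476 downregulated ones (45.6%) differed between the lines in the direct comparison. For PRAMEL7_Cul2-ind_ genes, 15 of 176 upregulated and 13 of 343 downregulated genes differed.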

The other fraction of PRAMEL7-regulated genes, which represents PRAMEL7_Cul2-ind_ genes, suggests that PRAMEL7 can exert some functions independently of its N-terminus or CUL2 binding.

**Figure 2:**
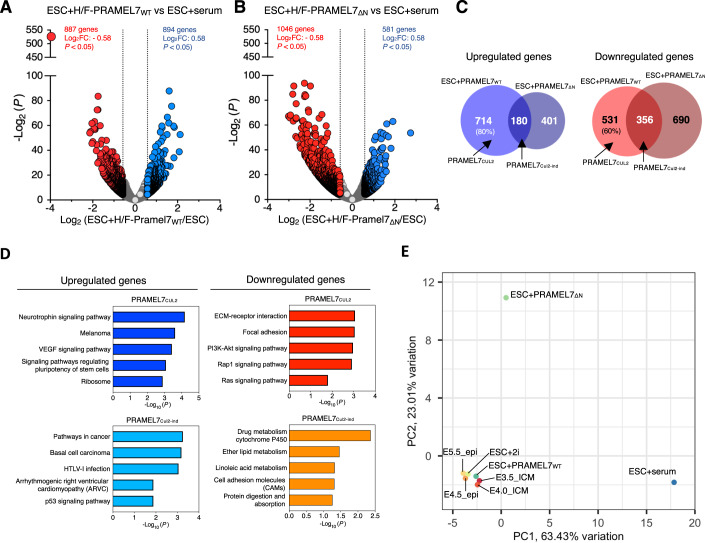
PRAMEL7-CUL2 axis reprograms the developmentally advanced ESC+serum toward ground-state pluripotency signature. (**A**,**B**) Volcano plot showing fold change (log_2_ values) in transcript level of (**A**) ESC + H/F-PRAMEL7_WT_ and (**B**) ESC + H/F-Pramel7_ΔN_ compared to ESC+serum. Gene expression values of three replicates were averaged and selected for log_2_ fold changes (FC) ± 0.58 and *P* < 0.05. (**C**) Venn diagrams showing number of differentially expressed genes detected in ESC + H/F-PRAMEL7_WT_ vs. ESC + H/F-PRAMEL7_ΔN_. Diagram highlights genes that are only regulated by the expression of PRAMEL7_WT_ (PRAMEL7_Cul2_) and genes that are commonly regulated by PRAMEL7_WT_ and PRAMEL7_ΔN_ (PRAMEL7_Cul2-ind_). (**D**) KEGG pathway enrichment analysis of the genes regulated by PRAMEL7_Cul2_ and PRAMEL7_Cul2-ind_ analyzed using the DAVID annotation tool. (**E**) PCA showing the correlation of gene expression of ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ to ESC+serum, ESC+2i, and the early embryo stages from E3.5 to E5.5. Gene expression data from the embryos were from (Boroviak et al, 2014).

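Dataset EV3 names 13 upregulated PRAMEL7_Cul2_ genes in the KEGG pathway for signaling that regulates stem cell pluripotency, and the enrichment itself was not computed again here. All 13 were tested and had a positive log_2_ fold change in ESC + H/F-PRAMEL7_WT_, from 0.447 to 0.896. The range in ESC + H/F-PRAMEL7_ΔN_ was -0.873 to 0.408. Among them, 9 passed the limits as upregulated in ESC + H/F-PRAMEL7_WT_ and 0 in ESC + H/F-PRAMEL7_ΔN_, where 2 (*Fzd7* and *Hesx1*) passed as downregulated. With the adjusted P value, 9 differed between the lines. *Fzd7*, *Smad3* and *Hesx1* were higher in ESC + H/F-PRAMEL7_WT_ and lower in ESC + H/F-PRAMEL7_ΔN_ than in parental ESCs. Of the 11 upregulated PRAMEL7_Cul2-ind_ genes that the dataset lists under pathways in cancer, 7 passed in ESC + H/F-PRAMEL7_WT_ and 10 in ESC + H/F-PRAMEL7_ΔN_. The range of their log_2_ fold changes was 0.498 to 1.44 in the former and 0.539 to 1.06 in the latter.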

KEGG analysis showed that one of the top pathways enriched in upregulated PRAMEL7_Cul2_ genes was signaling pathways regulating stem cell pluripotency whereas upregulated PRAMEL7_Cul2-ind_ genes were enriched in pathways implicated in cancer (Fig. 2D, Dataset EV3). Downregulated PRAMEL7_Cul2_ genes were enriched in pathways such as ECM-receptor interaction and RAP1 signaling that are linked to differentiation and cell migration (Li et al, 2015; Shaul and Seger, 2007; Wang et al, 2015) whereas downregulated PRAMEL7_Cul2-ind_ genes showed drug and ether metabolism processes. 

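Of the 9 downregulated PRAMEL7_Cul2_ genes listed under ECM-receptor interaction, 8 were tested and all 8 passed the limits in ESC + H/F-PRAMEL7_WT_, with log_2_ fold changes from -1.11 to -0.709. Of them, 2 passed in ESC + H/F-PRAMEL7_ΔN_ (-0.64 to -0.264), and 3 differed between the lines. Among the 8 genes, *Itgb3* and *Col1a1* lie on chromosome 11, whose genes as a group were lower in both lines. Some had few reads in ESC + H/F-PRAMEL7_WT_, such as *Col1a1* with 9 in each library and *Col6a2* with 8 and 7. For RAP1 signaling, 13 of 14 genes were tested, all 13 passed in ESC + H/F-PRAMEL7_WT_ and 1 in ESC + H/F-PRAMEL7_ΔN_, and 8 differed. The 5 tested genes of the PRAMEL7_Cul2-ind_ list for drug metabolism by cytochrome P450 passed in both lines. Their median log_2_ fold change was -1.05 in ESC + H/F-PRAMEL7_WT_ and -1.21 in ESC + H/F-PRAMEL7_ΔN_.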

Taken together, these results suggest that the ability of PRAMEL7 to interact with CUL2 is required to reinforce the pluripotency program and inhibit differentiation of ESC+serum. 

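A list of 21 naive pluripotency genes and one of 22 formative and primed genes, written from general knowledge, were tested with camera at a preset correlation of 0.01. Over all 10 tests of the 5 lists in both lines, P values were adjusted together. The naive genes of ESC + H/F-PRAMEL7_WT_ had a median log_2_ fold change of -0.0351 relative to the other genes (adjusted p = 0.246), with 14 of 21 lower than in parental ESCs. That median lay between -0.056 and -0.015 with each library left out, the latter without the second library of ESC + H/F-PRAMEL7_WT_. With adjustment over all genes tested, 8 were lower and 1 was higher, and adjusted over the list alone, 8 were lower and 2 higher. *Klf4*, on chromosome 4, had 307.7 ± 77.1 CPM (SD, n = 2) in parental ESCs, 192.2 ± 14 in ESC + H/F-PRAMEL7_WT_ and 359.2 ± 7.23 in ESC + H/F-PRAMEL7_ΔN_. Its log_2_ fold change in ESC + H/F-PRAMEL7_WT_ ranged from -0.91 without the first parental library to -0.40 without the second, and its adjusted p from limma lay between 0.00127 and 0.0608 over the alternatives, above 0.05 without a filter and in RPKM. *Nanog* was lower in ESC + H/F-PRAMEL7_WT_ than in parental ESCs, with a log_2_ fold change of -0.36 (adjusted p = 0.0178 from limma). Over the alternatives this p lay between 0.0132 and 0.0643, above 0.05 without a filter, without trend, under median-ratio scaling and in RPKM. *Nanog* lies on chromosome 6, whose median was shifted in both lines. In ESC + H/F-PRAMEL7_ΔN_, the naive genes had a median difference of 0.105 (adjusted p = 0.946), which was negative under quantile normalization (-0.023) and lay between 0.058 and 0.092 with each library left out. With adjustment over all genes, 5 of them were lower and 2 higher there, against 7 and 2 over the list alone.

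Of the formative and primed genes, 14 were tested. Their median difference was 0.219 in ESC + H/F-PRAMEL7_WT_ (adjusted p = 0.0853) and -0.226 in ESC + H/F-PRAMEL7_ΔN_ (adjusted p = 0.0853). In ESC + H/F-PRAMEL7_ΔN_, 7 of the 14 were lower and 2 higher adjusted over the list alone, against 5 and 1 over all genes. Without the second library of ESC + H/F-PRAMEL7_ΔN_, the difference was -0.064, and without the first it was -0.332. Unlike camera, fry tests a list for a change against parental ESCs, so a list can pass without differing from the other genes. Under fry, which uses no preset correlation, the naive and the imprinted genes also passed in both lines and the formative and primed genes in ESC + H/F-PRAMEL7_ΔN_, the last with adjusted p = 0.0022. The calls of camera for Y-linked and germline genes held under fry.

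From the PRAMEL7_Cul2_ classes and their pathways, the paper proposes that the interaction of PRAMEL7 with CUL2 is needed to strengthen the pluripotency program and to inhibit differentiation.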

To support these data, we assessed how ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ are related to embryonic stages from E3.5 to E5.5 and ESC+serum and ESC+2i by performing principal component analysis (PCA) of gene expression using our own and published gene expression profiles (Boroviak et al, 2014) (Fig. 2E). Consistent with previous results (Graf et al, 2017), the expression of PRAMEL7 in ESC+serum reprograms the developmentally advanced ESCs toward a ground-state pluripotency signature as evident by the closeness of ESC + H/F-PRAMEL7_WT_ to early embryo stages and ESC+2i. Consistent with the data shown above, this effect was much weaker in ESC+Pramel7_ΔN_, which also show high distance in the PC2 dimension, underscoring the importance of PRAMEL7-CUL2 axis to reprogram ESC+serum towards ground-state pluripotency.

### PRAMEL7 affects protein stability of regulators of repressive chromatin states through its interaction with CUL2

To determine whether PRAMEL7 could affect the stability of factors implicated in gene regulation, we performed Stable Isotope Labeling by/with Amino acids in Cell culture (SILAC) - Mass Spectrometry (MS) whole proteome analyses of parental ESCs, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-PRAMEL7_ΔN_ (Fig. 3A,B). To confidently identify proteins whose abundances change in response to PRAMEL7 expression in ESCs, we conducted three-forward and three-reverse SILAC experiments. In the forward SILAC experiments, parental ESCs were labeled with light isotope whereas ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ were labeled with heavy isotope. In reverse SILAC experiments the labeling was inverted. We identified 382 proteins whose abundances changed significantly (*P* value ≤ 0.05) in ESC + H/F-PRAMEL7_WT_ compared to control ESCs (183 downregulated and 199 upregulated proteins) (Fig. 3A and Dataset EV4). In contrast, only 81 proteins were significantly altered in ESC + H/F-PRAMEL7_ΔN_ but to a much less extent compared to ESCs expressing PRAMEL7_WT_, underscoring the role of the N-terminus of PRAMEL7 to mediate the interaction with CUL2 and consequent proteasomal degradation of target proteins (Fig. 3B). Consistent with the results described above (Fig. 1D,F), SILAC-MS measurements displayed a strong downregulation of UHRF1 protein levels in ESC + H/F-PRAMEL7_WT_ that were not affected in ESC + H/F-PRAMEL7_ΔN_. As expected, UHRF1 downregulation in ESC + H/F-PRAMEL7_WT_ was only observed at protein level since RNAseq analysis did not detect significant changes of *Uhrf1* mRNA levels (Dataset EV1).

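*Uhrf1*, on chromosome 17 from 56303321 to 56323486, had 552.2 ± 30 CPM (SD, n = 2 libraries) in parental ESCs, 712.6 ± 5.3 in ESC + H/F-PRAMEL7_WT_ and 714.9 ± 8.84 in ESC + H/F-PRAMEL7_ΔN_. Its log_2_ fold change was 0.37 in ESC + H/F-PRAMEL7_WT_ (standard error 0.08, adjusted p = 0.0115 from limma), below the limit on the fold change. The log_2_ fold change in ESC + H/F-PRAMEL7_ΔN_ was the same to the second decimal (adjusted p = 0.0118), and the lines did not differ (adjusted p = 0.974). With each library left out in turn, the value in ESC + H/F-PRAMEL7_WT_ ranged from 0.31 to 0.42. The adjusted p in ESC + H/F-PRAMEL7_WT_ lay between 0.00308 and 0.0449 over the other settings. The authors' deposited table gives a log_2_ fold change of 0.47 with an adjusted p of 0.000986.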

**Figure 3:**
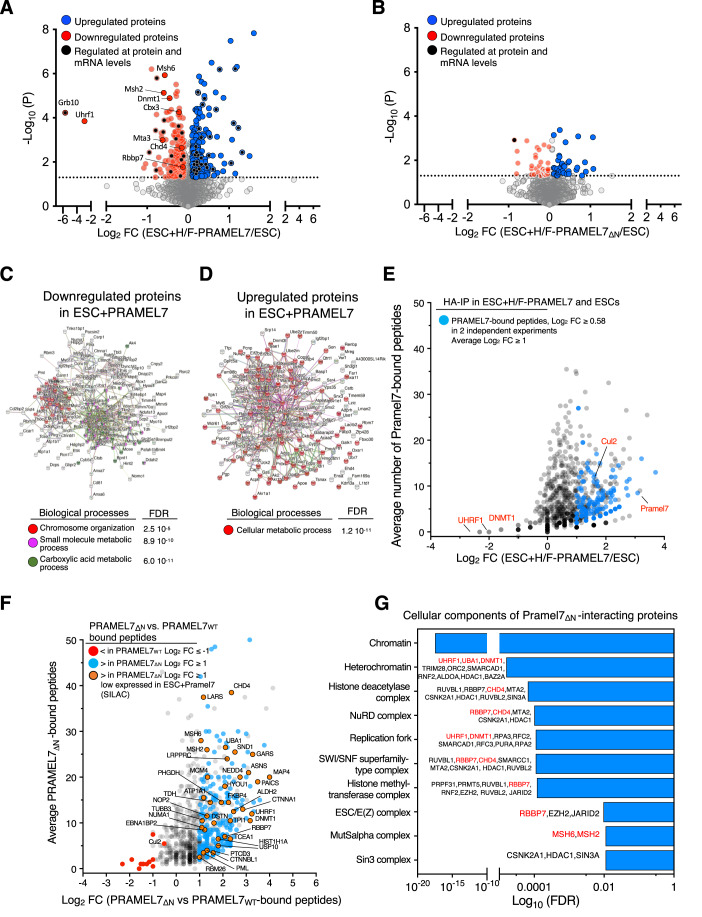
PRAMEL7 regulates protein stability of chromatin regulators through its interaction with CUL2. (**A**,**B**) Volcano plot showing log2 fold change (FC) of protein levels measured by SILAC-MS in (**A**) ESC + H/F-PRAMEL7_WT_ and (**B**) ESC + H/F-PRAMEL7_ΔN_ relative to control ESCs. Proteins regulated by PRAMEL7 were selected for a *P* value < 0.05 and log2 fold change ±0.1 relative to ESC+serum. Measurements represent the average of three-forward and three-reverse biological experiments. Statistical significance (*P*-values) for the experiments was calculated using the paired two-tailed *t* test. (**C**,**D**) String analyses of proteins downregulated (**C**) upregulated (**D**) and in ESC + H/F-PRAMEL7_WT_ relative to control ESC that were identified by SILAC-MS. (**E**) Scatter plot showing log_2_ fold changes of HA-immunoprecipitated peptides from ESC + H/F-PRAMEL7_WT_ vs ESCs. Data are from two independent experiments. (**F**) Scatter plot showing log2 fold changes of HA-immunoprecipitated peptides from ESC + H/F- Pramel7_ΔN_ vs ESC + H/F-PRAMEL7_WT_. PRAMEL7_ΔN_-interacting proteins downregulated in ESC + H/F-PRAMEL7_WT_ are highlighted. Data are from two independent experiments. (**G**) Cellular component enrichment analysis of PRAMEL7_ΔN_-interacting proteins. Proteins downregulated in ESC + H/F-PRAMEL7_WT_ are highlighted in red. Source data are available online for this figure.

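The source data of Fig. 3 list 183 proteins as downregulated in ESC + H/F-PRAMEL7_WT_ under 182 gene names, of which 178 were tested at the RNA level. The mRNA of 4 of them passed the limits as downregulated. These were *Fn1*, *Grb10* on chromosome 11, *Lima1* and *Thoc2* on the X chromosome. The mRNA of 6 others passed as upregulated. Without a limit on the fold change, 27 mRNAs were lower and 25 higher than in parental ESCs with the adjusted P value. The source data mark 15 of the proteins as downregulated at the RNA level. All 15 had a negative log_2_ fold change here, 12 were lower with the adjusted P value, and 3 passed the limits. These 3 were *Fn1*, *Grb10* and *Lima1*.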

Comparative analyses of the SILAC-MS and RNAseq data revealed that only 15 out of 183 proteins downregulated in ESC + H/F-PRAMEL7_WT_ were also significantly downregulated at transcript levels upon PRAMEL7 expression (Fig. 3A, Dataset EV4). This finding indicates that the great majority of the proteins showing reduced levels in ESC + H/F-PRAMEL7_WT_ were regulated at protein level. 

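*Dnmt1* mRNA, on chromosome 9, had 492.2 ± 61.8 CPM (SD, n = 2) in parental ESCs and 491.2 ± 7.09 in ESC + H/F-PRAMEL7_WT_, a difference smaller than the spread between libraries. *Cbx5* mRNA changed little in ESC + H/F-PRAMEL7_WT_ (log_2_ fold change -0.04, adjusted p = 0.816 from limma), and this value was positive after a loess correction for GC content and gene length (0.21), after the median-ratio rescaling (0.044) and without the first parental library (0.15). *Cbx5* had in ESC + H/F-PRAMEL7_ΔN_ a log_2_ fold change of 0.57 (adjusted p = 0.0111, between 0.000725 and 0.0597 over the alternatives), from 0.37 to 0.76 with each library left out. *Cbx3* lies on chromosome 6, and its log_2_ fold change was -0.19 in ESC + H/F-PRAMEL7_WT_ (adjusted p = 0.279) and 0.47 in ESC + H/F-PRAMEL7_ΔN_ (adjusted p = 0.026, between 0.0124 and 0.0735), the latter from 0.30 to 0.63 with each library left out. *Chd4*, on the same chromosome, had a log_2_ fold change of -0.20 in ESC + H/F-PRAMEL7_WT_ (adjusted p = 0.102) and *Rbbp7*, on the X chromosome, of -0.17 (adjusted p = 0.217). *Mta3* mRNA was upregulated in ESC + H/F-PRAMEL7_WT_, from 104.3 ± 0.946 to 169.2 ± 8.36 CPM (SD, n = 2), with a log_2_ fold change of 0.69 (standard error 0.08, adjusted p = 0.00116). Of 15 genes of the NuRD complex, 5 were higher and 2 lower in ESC + H/F-PRAMEL7_WT_ with the adjusted P value. *Cul2* mRNA had a log_2_ fold change of -0.12 (adjusted p = 0.577).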

Interestingly, one of the factors downregulated at both protein and mRNA levels is *Grb10*, an imprinting gene that is positively regulated by DNA methylation (Hikichi et al, 2003). This result is consistent with previous data showing the role of PRAMEL7 in driving genome hypomethylation through UHRF1 downregulation (Graf et al, 2017). 

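*Grb10*, on chromosome 11 from 11930508 to 12038683, had 605.3 ± 103.7 CPM (SD, n = 2 libraries) in parental ESCs, 29.2 ± 0.692 in ESC + H/F-PRAMEL7_WT_ and 624 ± 4.87 in ESC + H/F-PRAMEL7_ΔN_. It was 20.7-fold lower in ESC + H/F-PRAMEL7_WT_, with a log_2_ fold change of -4.32 (standard error 0.11, adjusted p = 5.28e-08 from limma). With each library left out in turn, this value ranged from -4.49 to -4.14. The genes of chromosome 11 had a median log_2_ fold change of -0.28 relative to all genes. *Grb10* in ESC + H/F-PRAMEL7_ΔN_ had a log_2_ fold change of 0.05 (adjusted p = 0.777), which was negative without the second parental library (-0.12). The contrast between the derived lines was -4.37 (adjusted p = 9.38e-08).

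**Figure D2:**
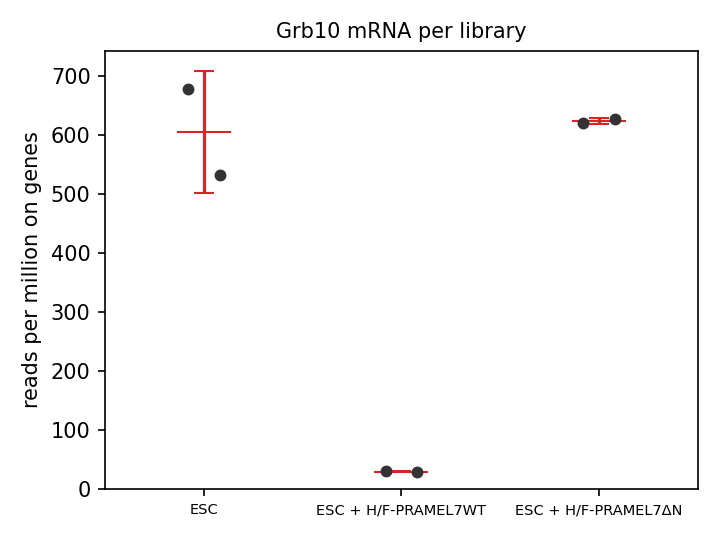
*Grb10* mRNA in CPM of reads on genes in parental ESCs, ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_. Each point is 1 library and the bars give the mean and SD of 2 libraries. The libraries of ESC + H/F-PRAMEL7_WT_ lie at 29.7 and 28.7 CPM and those of parental ESCs at 678.7 and 532.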

We also found that DNA methyltransferase 1 (DNMT1) levels were reduced in ESCs expressing PRAMEL7. DNMT1 in complex with UHRF1 is responsible for DNA methylation maintenance during DNA replication, suggesting that PRAMEL7, by targeting UHRF1, can also affect DNMT1 stability. SILAC-MS measurements also revealed downregulation of Chromobox Protein Homolog 3 and 5 (CBX3 or Heterochromatin Protein HP1γ and CBX5 or Heterochromatin Protein HP1α) that are involved in the establishment of repressive chromatin (Maison and Almouzni, 2004). Notably, ESC + H/F-PRAMEL7_WT_ cells showed decreased levels of CHD4, MTA3 and RBBP7 that are members of the Nucleosome Remodeling and Deacetylase (NuRD) complex. NuRD acts to maintain ESC identity by controlling the expression of pluripotency and differentiation-associated genes (Kloet et al, 2018; Mor et al, 2018; Reynolds et al, 2012; Zhao et al, 2017). Analysis of STRING database of interaction showed that proteins downregulated by PRAMEL7 have a significant enrichment in pathways involved in chromatin organization and small molecule and/or carbolic acid metabolic processes (Fig. 3C, Dataset EV4). In contrast, PRAMEL7-upregulated proteins were mainly enriched in metabolic processes (Fig. 3D, Dataset EV4). These results suggest that PRAMEL7 might target for CUL2-mediated degradation factors implicated in repressive chromatin organization, including NuRD complex.

### PRAMEL7 directly targets factors implicated in the formation of repressive chromatin that are downregulated in a CUL2-dependent manner

To determine whether proteins downregulated upon PRAMEL7 expression are direct targets of PRAMEL7, we performed two independent HA-IPs followed by mass-spectrometry analyses in ESC + H/F-PRAMEL7_WT_ and parental ESCs (Fig. 3E, Dataset EV5). To identify PRAMEL7-interacting proteins, we used as selection criteria when in both experiments the HA-immunoprecipitated peptides from ESC + H/F-PRAMEL7_WT_ were ≥ 2 peptides and had ≥log_2_ 0.5-fold peptide number in IPs of ESC + H/F-PRAMEL7_WT_ relative to IPs of parental ESCs. Finally, we defined PRAMEL7-interacting proteins when their average log_2_ fold enrichment over parental ESC was ≥1. Using these criteria, we identified 169 PRAMEL7-interacting proteins that are linked to several processes, including metabolism and gene expression (Fig. 3E, Dataset EV5). As expected, we also identified CUL2 as a PRAMEL7-intercating protein. Surprisingly, we could not detect UHRF1 as PRAMEL7-interacting protein. However, UHRF1 is a known target of PRAMEL7 and its association with PRAMEL7 has been experimentally validated in previous work using IP followed by western blot (Graf et al, 2017). Thus, we reasoned that the detection of UHRF1, and maybe of other PRAMEL7-interacting proteins, could be hampered by the fact that proteins interacting with PRAMEL7 are targeted for degradation, leading to a low enrichment of the corresponding peptides in PRAMEL7_WT_-immunoprecipitates. To test this, we performed HA-IPs in ESC + H/F-PRAMEL7_ΔN_ since we reasoned that the lack of interaction with CUL2 and consequent proteasome degradation could allow the detection of proteins associating with PRAMEL7 (Fig. 3F). Using the criteria described above, we compared the number HA-immunoprecipitated peptides from ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ relative to parental ESCs. We found that the large majority of proteins (261) were more enriched in PRAMEL7_ΔN_-immunoprecipitates compared to PRAMEL7_WT_ while only 10 proteins were more enriched in PRAMEL7_WT_ samples. 92% of the proteins enriched in PRAMEL7_ΔN_-immunoprecipitates (241) could not be detected in the PRAMEL7_WT_ IPs, suggesting that these are PRAMEL7-targets for CUL2-mediated proteasomal degradation and can only be detected when PRAMEL7-CUL2 interaction is abrogated. Consistent with this, we could detect the association of UHRF1 with PRAMEL7_ΔN_ (Fig. 3F, Dataset EV6). STRING cellular component analysis of proteins enriched in PRAMEL7_ΔN_-IPs revealed a strong enrichment of chromatin factors (log_10_ FDR 10^-18^) linked to heterochromatin (log_10_ FDR 10^−5^) (Fig. 3G, Dataset EV6). Further, we found that DNMT1 was also significantly enriched, as well as several members of the NuRD complex (CHD4, RBBP7, MTA2, CSNK2A1, HDAC1), histone deacetylase complex (RUVBL1, RBBP7, CHD4, MTA2, CSNK2A1, HDAC, RUVBL2, SIN3A), and ESC/E(Z) complex (RBBP7, EZH2, JARID2). We also found that PRAMEL7_ΔN_ associates with MSH2 and MSH6 that form MutSα, a key complex for DNA mismatch repair that was rreported to associate with the DNA methylation machinery and recruited to post-replicative DNA in ESCs (Wang et al, 2016). Importantly, several of these factors were also found to be significantly downregulated on the protein levels in ESC + H/F-PRAMEL7_WT_ in SILAC-MS experiments (Fig. 3A,F). These results indicate that PRAMEL7 directly targets factors implicated in the formation of repressive chromatin that are downregulated in a CUL2-dependent manner.

### PRAMEL7 recruits CUL2 to chromatin

To determine how PRAMEL7 and CUL2 reprogram ESC+serum toward ground-state pluripotency, we assessed the localisation of PRAMEL7_WT_ and PRAMEL7_ΔN_ by chromatin fractionation (Fig. 4A). We found that the large majority (>80%) of PRAMEL7_WT_ binds to chromatin (Fig. 4A,B). In contrast, about 60% of PRAMEL7_ΔN_ was present in the soluble fraction, indicating that the N-terminal domain of PRAMEL7 is required for the interaction with chromatin. As discussed later in more details, despite the binding of PRAMEL7 to chromatin, we have never been able to obtain specific signals in PRAMEL7-ChIPseq, suggesting that PRAMEL7 does not directly interact with DNA or histones. Next, we examined whether the expression of PRAMEL7 in ESCs could affect CUL2 localization. In parental ESCs and ESC + H/F-PRAMEL7_ΔN_, CUL2 was predominantly found in the soluble fraction (>90%) whereas in ESC + H/F-PRAMEL7_WT_ about 48% of CUL2 was associated with chromatin (Fig. 4A,C). Notably, about one third (31%) of chromatin-bound CUL2 in ESC + H/F-PRAMEL7_WT_ corresponded to neddylated CUL2 whereas CUL2 in the soluble fraction was mainly unmodified (Fig. 4D). Moreover, chromatin bound CUL2 in parental ESCs and cells expressing Pramel7_ΔN_ were also unmodified. These results indicate that PRAMEL7 tethers CUL2 to chromatin where it is also enriched in its neddylated, active form. Further, they suggest that the initial steps of PRAMEL7 targeting for proteasomal degradation through CUL2 might occur on chromatin.

**Figure 4:**
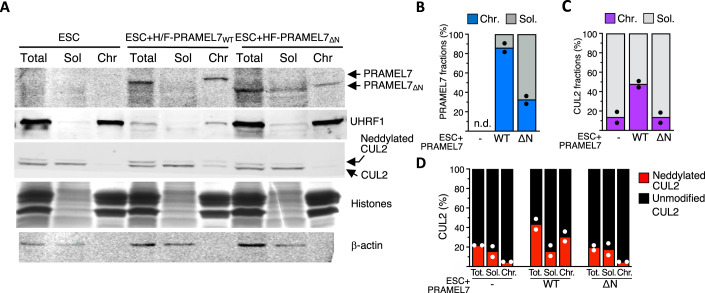
PRAMEL7 recruits CUL2 to chromatin. (**A**) Cell fractionation of ESC, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-PRAMEL7_ΔN_. Chromatin-bound (Chr.) and soluble (Sol.) fractions of equivalent cell numbers were analyzed by Western blot to assess the localization of PRAMEL7_WT_, PRAMEL7_ΔN_, UHRF1, and CUL2. β-actin and histones are shown as loading and fractionation control. (**B–D**) Quantifications of PRAMEL7_WT_, PRAMEL7_ΔN_, and total and neddylated CUL2 distribution in total (Tot.), chromatin (Chr.), and soluble (Sol.) fractions in ESC, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-PRAMEL7_ΔN._ Mean values from two independent experiments are shown. Source data are available online for this figure.

To determine which proteins associate with CUL2 on chromatin, we isolated chromatin from parental ESCs and ESC + H/F-PRAMEL7_WT_ and performed CUL2-chromatin-IP followed by mass-spec measurements (Fig. 5A, Dataset EV7). Since the expression of PRAMEL7 promotes CUL2 association with ESC chromatin, the identification of CUL2-interacting proteins on chromatin should also reflect the association of PRAMEL7 with chromatin-bound proteins. We performed two independent experiments and found 547 proteins associating with CUL2 on chromatin of ESC + H/F-PRAMEL7_WT_ compared to parental ESCs (fold changes ≥ 3). We intersected the list of PRAMEL7-interacting proteins defined by their association with PRAMEL7_ΔN_ and found that 96 of them (37%) are associated with CUL2 on chromatin of ESC + H/F-PRAMEL7_WT_ (Fig. 5B, Dataset EV7). Interestingly, one of the top pathways of these PRAMEL7- and CUL2-interacting proteins was mechanisms associated with pluripotency (log_10_ FDR 10^−11^) (Dataset EV7). Further, we found that 13 of these PRAMEL7 and CUL2 interacting proteins were also detected as downregulated in ESC + H/F-PRAMEL7_WT_ in SILAC-MS experiments (ALDH2, CHD4, DNMT1, MCM4, MSH2, MSH6, NOP2, NUMA1, RBBP7, SND1TDH, UBA1, UHRF1). We also found a significant enrichment in cellular component linked to heterochromatin (Fig. 5C). These results indicate that PRAMEL7 and CUL2 associate on chromatin with factors implicated in the formation of repressive chromatin, whose stability depends on PRAMEL7 and CUL2.

**Figure 5:**
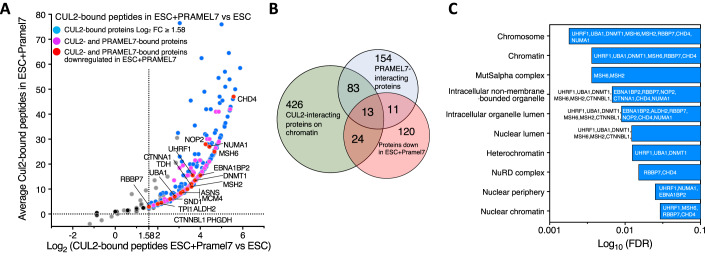
CUL2 associates with CHD4 on chromatin. (**A**) Scatter plot showing log_2_ fold changes of CUL2-immunoprecipitated peptides from chromatin of ESC + H/F-PRAMEL7_ΔN_ vs ESCs. CUL2- and PRAMEL7-interacting proteins downregulated in ESC + H/F-PRAMEL7_WT_ are highlighted. Data are from two independent experiments. (**B**) Venn diagrams showing the intersection between CUL2-interacting proteins on chromatin, PRAMEL7-interacting proteins, which correspond to protein identified as PRAMEL7_ΔN_-interacting proteins, and proteins downregulated in ESC + H/F-PRAMEL7_WT_. (**C**) Cellular component enrichment analysis of CUL2- and PRAMEL7-interacting proteins. Source data are available online for this figure.

### PRAMEL7-CUL2 axis antagonizes the repression of genes associated with NuRD complex

The results above showed the association of PRAMEL7 and CUL2 and downregulation in ESC + H/F-PRAMEL7_WT_ of several components of NuRD complex, including CHD4 (Torchy et al, 2015), which was one of the top hit among proteins interacting with CUL2 on chromatin in ESC expressing PRAMEL7 (Fig. 5A). We validated CHD4 interaction with CUL2 and PRAMEL7 by performing CHD4-IP of chromatin of ESC + PRAMEL7 (Fig. 6A). As expected, in the absence of PRAMEL7 expression, we did not detect any CHD4 interaction with CUL2, supporting the role of PRAMEL7 in mediating CHD4-CUL2 interaction. The NuRD complex is a repressive chromatin remodeling complex that has been shown to drive developmental transitions of pluripotent cells and lineage commitment in embryos and ESCs (dos Santos et al, 2014; Kaji et al, 2007; Reynolds et al, 2012; Zhao et al, 2017). These results prompted us to determine whether PRAMEL7-mediated reprogramming of ESC+serum toward ground-state pluripotency gene expression states involves the regulation of NuRD complex through PRAMEL7-CUL2 axis. Consistent with the SILAC experiments (Fig. 3A), the reduction of global CHD4 levels upon PRAMEL7 expression is low and undetectable by western blot analysis (Fig. 6A), suggesting that the effect on CHD4 protein levels mediated by PRAMEL7-CUL2 axis might occur only to a minor fraction of it. We searched for PRAMEL7-regulated genes that are bound by the NuRD complex by intersecting the RNAseq of ESC + H/F-PRAMEL7_WT_ (Fig. 2) and published CHD4-ChIPseq performed in ESC+serum (Kloet et al, 2018). 

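Of the genes that Dataset EV8 lists with a CHD4-bound promoter from the published ChIPseq, 1612 were tested at the RNA level. In ESC + H/F-PRAMEL7_WT_, 96 of them were upregulated and 102 downregulated. The share of upregulated genes was 5.96% among the bound genes and 4.46% among the other tested genes (Fisher's exact test, two-sided, odds ratio 1.36, p = 0.00941). For downregulated genes the shares were 6.33% and 9.39% (odds ratio 0.652, p = 3.37e-05 from the same exact test). The exact test for upregulated genes did not pass after the loess correction (odds ratio 1.16, p = 0.219), under quantile normalization (1.2, p = 0.0684) or in RPKM without conversion (0.727, p = 0.58). For downregulated genes, it did not pass with a pseudocount of 5 (0.947, exact p = 0.766), and the odds ratio was above 1 without a filter (1.2, p = 0.0877) and in RPKM (2.41, p = 0.276). The bound genes had a median log_2_ fold change 0.0833 above that of the other genes, with a camera adjusted p = 0.0556 from limma over both lines. Unlike camera, fry tests the bound genes for a change against parental ESCs and not against the other genes. The median log_2_ fold change itself was -0.0055 for the bound genes and -0.0888 for the others. Under fry the adjusted p from limma was 0.973, and over the other settings it lay between 0.000194, after the loess correction, and 0.973. Upper-quartile scaling brought the adjusted camera p to 0.0465, and over all the other settings it lay between 0.0325 and 0.66. In ESC + H/F-PRAMEL7_ΔN_, 73 bound genes were upregulated and 112 downregulated, with odds ratios of 1.56 (p = 0.00128) and 0.713 (p = 0.000748) from the exact test. There, the odds ratio for upregulated genes was 1.18 under quantile normalization (exact p = 0.129) and 0.962 in RPKM (p = 1). For downregulated genes in that line, it turned to 1.32 without a filter (exact p = 0.00722), 2.44 in RPKM (p = 0.037) and 1.21 with a pseudocount of 5 (p = 0.172). With the exact test it did not pass above 10 CPM (0.978, p = 0.948) or under quantile normalization (0.867, p = 0.226). Their median difference was 0.0353 (camera adjusted p = 0.195 from limma, between 0.144 and 0.679 over the alternatives). It was 0.004 without the first parental library and 0.060 without the second.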

We found that CHD4 associates with the promoter of 229 PRAMEL7-regulated genes (Fig. 6B, Dataset EV8). Importantly, 73% of these genes (166) were PRAMEL7_Cul2_-genes and a large fraction of them (70%) were upregulated in ESCs expressing PRAMEL7 compared to parental ESCs (Fig. 6C,D, Dataset EV8). 

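Of the 198 changed genes with a CHD4-bound promoter here, 142 passed the limits in the same direction only in ESC + H/F-PRAMEL7_WT_, or 71.7%. Of these 142 genes, 77 were upregulated and 65 downregulated, so 54.2% were upregulated. Over the other settings this share lay between 37.5%, at an absolute log_2_ fold change above 1, and 83.3%, in RPKM without conversion, with 66.0% after the median-ratio rescaling. Of the 77 upregulated genes, 61 were higher in ESC + H/F-PRAMEL7_WT_ than in ESC + H/F-PRAMEL7_ΔN_ in the direct comparison. Dataset EV8 lists 117 upregulated PRAMEL7_Cul2_ genes with a CHD4-bound promoter. All 115 that were tested had a positive log_2_ fold change, 69 passed the limits as upregulated in ESC + H/F-PRAMEL7_WT_ and 0 in ESC + H/F-PRAMEL7_ΔN_, where 9 passed as downregulated, and 81 differed between the lines. Their median log_2_ fold change was 0.606 in ESC + H/F-PRAMEL7_WT_ and 0.0415 in ESC + H/F-PRAMEL7_ΔN_.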

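For the KEGG pathway on pluripotency, Dataset EV8 names *Smad3*, *Id1*, *Jak3* and *Fgfr1*. *Smad3* and *Jak3* passed the limits in ESC + H/F-PRAMEL7_WT_ and differed between the lines. *Smad3* had a log_2_ fold change of 0.75 in ESC + H/F-PRAMEL7_WT_ (adjusted p = 0.00557 from limma) and -0.53 in ESC + H/F-PRAMEL7_ΔN_ (adjusted p = 0.0251). *Jak3* had 0.69 in ESC + H/F-PRAMEL7_WT_ (adjusted p = 0.00721) and -0.0061 in ESC + H/F-PRAMEL7_ΔN_. The log_2_ fold changes of *Id1* and *Fgfr1*, 0.55 and 0.57, were just below the limit. For these genes, the direct comparison of the lines gave adjusted p = 0.535 and adjusted p = 0.0529.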

KEGG analysis revealed that upregulated PRAMEL7_Cul2_-genes with CHD4-bound promoter are significantly enriched in signaling pathways, including the regulation of pluripotency in stem cells (Fig. 6E, Dataset EV8). Accordingly, the promoter of these genes showed a significant enrichment in the pluripotency factor SOX2 binding motifs (Fig. 6F, Dataset EV8). These results suggest that PRAMEL7-CUL2 axis increases the expression of a set of NuRD-bound genes, thereby contrasting the repressive effect of NuRD. To test this, we performed CHD4-ChIP and compared CHD4 occupancy between parental ESCs, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-PRAMEL7_ΔN_ (Fig. 6G,H, Appendix Fig. S1A,B). 

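Among the genes of Dataset EV8, *Bcl3* had 39.1 ± 12.1 CPM (SD, n = 2) in parental ESCs, 64.8 ± 2.38 in ESC + H/F-PRAMEL7_WT_ and 42.8 ± 2.66 in ESC + H/F-PRAMEL7_ΔN_. Its log_2_ fold change was 0.75 in ESC + H/F-PRAMEL7_WT_ (standard error 0.17, adjusted p = 0.0142 from limma, between 0.0068 and 0.0653 over the alternatives, the highest without a filter), and the lines differed by 0.59 (adjusted p = 0.0405). With each library left out in turn, the value in ESC + H/F-PRAMEL7_WT_ ranged from 0.44 to 1.06. After the loess correction it was 0.54, below the limit on the fold change. *Esrra* and *Tgif2*, which the paper also names, are not among the genes of Dataset EV8. *Esrra* had a log_2_ fold change of 0.55 in ESC + H/F-PRAMEL7_WT_ (adjusted p = 0.0413, between 0.0146 and 0.115 over the alternatives). It ranged from 0.28 without the first parental library to 0.81 without the second. *Tgif2*, at 4.64 ± 0.65 CPM in parental ESCs, had 0.52 (adjusted p = 0.0622, between 0.0225 and 0.188). The difference between the lines had adjusted p = 0.0519 for *Esrra* and adjusted p = 0.0612 for *Tgif2*. From the upregulated PRAMEL7_Cul2_ genes among those with CHD4-bound promoters, the paper proposes that the PRAMEL7-CUL2 axis raises the expression of NuRD-bound genes and so counters repression by NuRD.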

We found that the association of CHD4 at gene promoters of ESCs expressing PRAMEL7 was drastically reduced compared to control ESCs and ESCs expressing PRAMEL7_ΔN_. We validated these results by measuring CHD4-occupancy at three upregulated PRAMEL7_Cul2_-genes bound by CHD4 (*Bcl3*, *Tgif2*, and *Esrra*) between parental ESCs, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-PRAMEL7_ΔN_ (Fig. 6I). Only few genomic sites gained CHD4 signal in ESC + H/F-PRAMEL7_WT_, indicating that the expression of PRAMEL7 did not cause a relocalization of CHD4 but instead promoted a loss of a stable association of CHD4 with chromatin. Accordingly, the few promoters (100) which become bound by CHD4 in ESC + PRAMEL7 showed a weak CHD4 signal compared to average CHD4 signal in control cells and in general they were not significantly downregulated (only two genes were downregulated) (Appendix Fig. S1C). Consistent with the ChIPseq data, a large fraction (69%) of genes that lost CHD4 binding in ESC + H/F-PRAMEL7_WT_ and were regulated by PRAMEL7 correspond to PRAMEL7_Cul2_-genes and a large portion of them (72%) were upregulated in ESCs expressing PRAMEL7 compared to parental ESCs (Fig. 6J,K). Finally, to determine whether PRAMEL7 expression can affect NuRD-regulated genes, we used published RNAseq data of ESC+serum depleted of MBD3, a component of NuRD that maintains its structural integrity and whose genome occupancy is almost completely coincident with CHD4 (Bornelov et al, 2018; Luo et al, 2015; Zhang et al, 2016). We found that about 32% of genes upregulated in ESC + PRAMEL7 were also significantly regulated upon *Mbd3*-KD and 62% of them (179 genes) were upregulated (Appendix Fig. S1D, Dataset EV1). These results further support a role of PRAMEL7 in regulating NuRD activity in ESCs.

**Figure 6:**
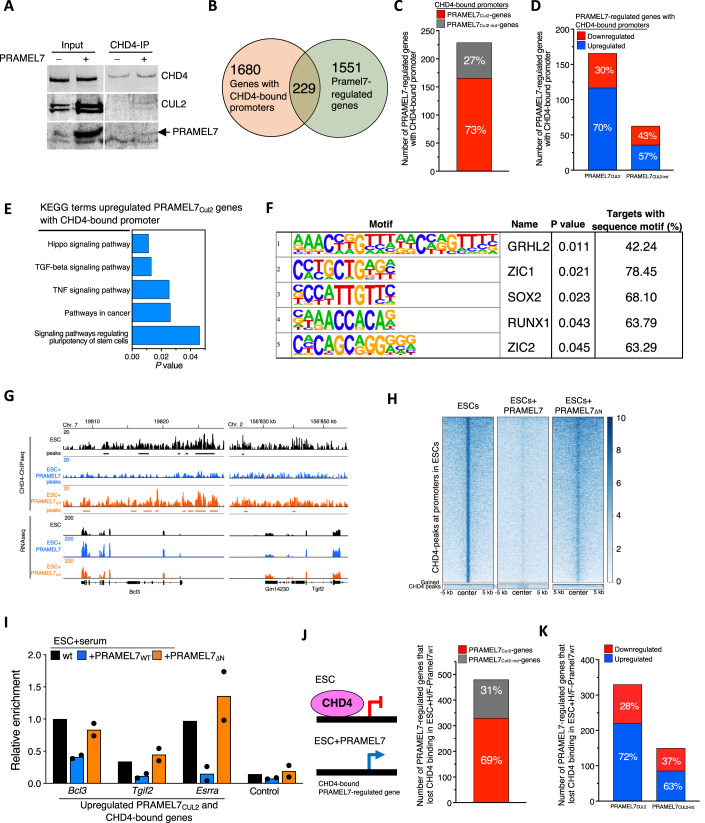
PRAMEL7-CUL2 axis contrasts the repression of genes associated with NuRD complex. (**A**) CHD4-immunoprecipitation (IP) in parental ESCs and ESC + H/F-PRAMEL7. Western blot shows CHD4, CUL2, and PRAMEL7. (**B**) Venn diagram showing the intersection of genes with CHD4-bound promoters and PRAMEL7-regulated genes. (**C**) Number of PRAMEL7_Cul2_- and PRAMEL7_Cul2-ind_-genes with CHD4-bound promoters obtained from published CHD4-ChIPseq data (Kloet et al, 2018). (**D**) Number of upregulated and downregulated Pramel7_Cul2_- and Pramel7_Cul2-ind_-genes with CHD4-bound promoters. (**E**) KEGG Pathway enrichment analysis of upregulated PRAMEL7_Cul2_- genes with CHD4-bound promoters using the DAVID annotation tool. (**F**) Transcription factor motif of the promoters of upregulated PRAMEL7_Cul2_-genes with CHD4-bound promoters by Homer analysis. (**G**) Representative images showing CHD4-association in ESCs (ChIPseq) and gene expression (RNAseq) in parental ESCs, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-PRAMEL7_ΔN_ of two upregulated PRAMEL7_Cul2_- genes with CHD4-bound promoters. The corresponding input signals can be found in Appendix Fig. S1A. (**H**) Heatmap showing CHD4 peaks at promoters detected in parental ESCs and the corresponding signals in ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_. (**I**) CHD4 ChIP-qPCR in parental ESCs, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-PRAMEL7_ΔN_ of three upregulated PRAMEL7_Cul2_-genes with CHD4-bound promoters (*Esrra, Bcl3, Tgif2*). The control represents a sequence not bound by CHD4. Values were normalized to input and CHD4 occupancy to *Bcl3* gene in parental ESCs. Mean values from two independent experiments are shown. (**J**) Number of PRAMEL7_Cul2_- and PRAMEL7_Cul2-ind_-regulated genes that lost CHD4 binding in ESC + H/F-PRAMEL7_WT_. (**K**) Number of upregulated and downregulated PRAMEL7_Cul2_- and PRAMEL7_Cul2-ind_-genes that lost CHD4 binding in ESC + H/F-PRAMEL7_WT_. Source data are available online for this figure.

All together, these results implicate PRAMEL7-CUL2 axis in the regulation of NuRD complex. This process could occur either by causing site-specific degradation of NuRD complex or by displacing it from chromatin with consequential increase in the expression of target genes.

## Discussion

ESCs need to be fed by extrinsic signals to indefinitely retain pluripotency in culture. In this work, we show that PRAMEL7 in combination with CUL2 reprograms developmentally advanced ESC+serum toward a ground-state gene expression signature by affecting the stability of chromatin repressors. Previous work showed that increasing the expression of PRAMEL7 in ESC+serum, which express PRAMEL7 at low levels compared to ICM, induced proteasomal degradation of UHRF1, thereby leading to DNA hypomethylation similarly to ICMs (Graf et al, 2017). However, DNA hypomethylation alone cannot entirely explain the transcriptional changes occurring upon expression of PRAMEL7 in ESC+serum since loss DNA methylation in ESCs does not lead to significant changes in gene expression (Habibi et al, 2013). Further, *Uhrf1* and *Dnmt1* null embryos undergo embryonic lethality during early- to mid-gestation (Li et al, 1992; Sharif et al, 2007) whereas *Pramel7* null embryos arrest much earlier in development, at morula stage, suggesting that PRAMEL7 function in embryos is not only limited to the regulation of DNA methylation.

Here, we have shown that the role of PRAMEL7 in establishing a ground-state gene signature depends on its interaction with CUL2 (Fig. 7). PRAMEL7/CUL2 axis affects the stability of several chromatin factors that are linked to repressive chromatin. The identification PRAMEL7/CUL2 targets that are components of DNA methylation maintenance machinery (DNMT1 and UHRF1 and MutSα complex) support the role of PRAMEL7 in regulating the stability of the DNA methylation machinery in ESCs through proteasome degradation and, consequently, global DNA hypomethylation (Graf et al, 2017). We have also found several other chromatin repressors whose protein stability is regulated by PRAMEL7-CUL2 axis and can associate with PRAMEL7 and CUL2. The PRAMEL7-CUL2 regulation of these factors can contribute to the establishment of ground-state gene expression, which is characterized by a low repressive chromatin state. Among these proteins, we found several members of the NuRD complex, including CHD4. Accordingly, a large majority of PRAMEL7-regulated genes with CHD4-bound promoters are genes whose upregulation in ESCs expressing PRAMEL7 depends on PRAMEL7-CUL2 interaction (Pramel7_Cul2_ genes). Although a small, but significant decrease of CHD4 mediated by PRAMEL7-CUL2, we observed a strong decrease of CHD4 genome occupancy by ChIPseq in ESC + PRAMEL7 but not in ESC + PRAMEL7_ΔN_. These results suggest that PRAMEL7-CUL2 axis might operate in two distinct ways, either by targeting a small fraction of NuRD components for degradation or by displacing NuRD from chromatin, thereby decreasing the repression of genes that can be implicated in ground-state pluripotency. Consistent with these results, upregulated PRAMEL7_CUL2_ genes with CHD4-bound promoters were enriched in pathways linked to pluripotency and in the pluripotency transcription factor SOX2 motif. Accordingly, studies in ESC-KO for *Mbd3*, a factor essential for proper assembly of the NuRD complex, showed that several genes linked to pluripotency are repressed by NuRD (Reynolds et al, 2012). Our results proposed PRAMEL7 as one of the factors that can antagonise NuRD function for the establishment of PRAMEL7-mediated ground-state pluripotency. It was reported that embryos lacking CHD4 can form a morphologically normal morula but are unable to form functional trophectoderm due to *Nanog* upregulation (O’Shaughnessy-Kirwan et al, 2015). Consequentially, in the absence of a functional trophectoderm, *Chd4*-KO blastocysts do not implant and are hence not viable. The expression of PRAMEL7 in both the morula and ICM might suggest a function in regulating CHD4 activity specifically in these early developmental stages. Although our results have highlighted a role of PRAMEL7-CUL2 in the regulation of NuRD, our data do not exclude that the other identified chromatin repressors targeted by PRAMEL7-CUL2 could also contribute to the reprogramming into ground-state gene expression state.

**Figure 7:**
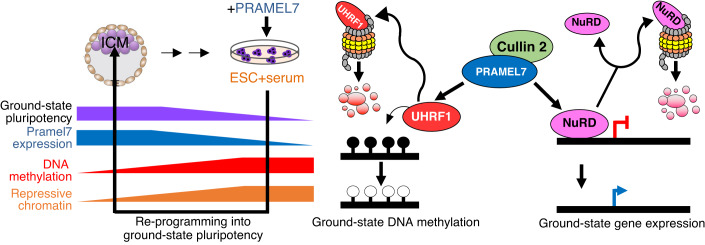
Model showing how PRAMEL7 reprograms ESCs into a ground-state epigenetic and gene expression signature. Expression levels of PRAMEL7 correlate with ground-state pluripotency, high in ICM and low in ESC+serum. They also correlate with a reduction of repressive chromatin. PRAMEL7 association with CUL2 targets UHRF1 for proteasomal degradation and induces a global loss of DNA methylation, resembling the DNA hypomethylation state of the ICM (Graf et al, 2017). On the other hand, PRAMEL7 recruits CUL2 to chromatin and targets chromatin repressors for proteasomal degradation, including the NuRD complex. In the schema is shown how PRAMEL7-CUL2 can derepress NuRD-regulated genes either by displacing NuRD from chromatin or causing degradation of NuRD with consequential increase in the expression of target genes that can have an impact in the establishment of ground-state gene expression signature.

We have shown that the expression of PRAMEL7 promotes CUL2 recruitment to chromatin, suggesting that the initial steps for targeting to proteasomal degradation are on chromatin. This recruitment is directly mediated by PRAMEL7 since the expression PRAMEL7_ΔN_-mutant does not promote CUL2 association with chromatin. CUL2 recruitment to chromatin has also been reported for COMMD1, an inhibitor of NF-κB that interacts and recruits CUL2 to chromatin to accelerate the ubiquitination and degradation of NF-κB subunits in human cells (Maine et al, 2007). Interestingly, we found that CUL2 bound to chromatin of ESCs expressing PRAMEL7 is enriched in CUL2 modified with a NEDD8 adduct that increases its ubiquitination activity and is required for CUL2 activation (Hori et al, 1999; Ohh et al, 2002). Studies on *Cul2*-KO embryos have not yet been reported. However, embryos KO for the *Uba3* gene, which expresses a catalytic subunit of NEDD8-activating enzyme (NAE), have shown selective apoptosis of the ICM, indicating an essential role of NEDD8 in concert with Cullin family proteins during preimplantation development, the time when also PRAMEL7 is expressed and required for development (Graf et al, 2017; Tateishi et al, 2001; Wada et al, 1999).

We have also observed that PRAMEL7_ΔN_-mutant showed reduced association with chromatin, indicating a role of its N-terminal domain in this process. However, it remains yet to be elucidated how PRAMEL7 associates with chromatin. Despite all our attempts to obtain PRAMEL7-ChIPseq, we have never been able to obtain specific signals, suggesting that PRAMEL7 does not directly interact with DNA or histones, as also evident by the lack of DNA- or histone-binding domains. Future work will be addressed to determine how PRAMEL7 is tethered to specific chromatin loci.

In summary, we showed that PRAMEL7 targets the stability of chromatin repressive factors in a CUL2 dependent manner, thereby promoting a ground-state gene expression signature. The identification of this process revealed an as-yet-unappreciated link between proteasome pathways and chromatin regulation for the establishment of pluripotency and might offer potential strategies for the optimization of methodologies to reprogram cells back to ground-state pluripotency.

## Methods

### Cell culture

129 mouse embryonic stem cells (E14 line) were cultured in serum medium containing Dulbecco’s modified Eagle’s medium + Glutamax (Life Technologies), 15% FCS (Life Technologies; Cat no. 10270106 FBS South American), 1× MEM NEAA (Life Technologies), 100 μM β-mercaptoethanol, recombinant leukemia inhibitory factor, LIF (Polygene, 1000 U/ml), 1× penicillin/streptomycin (Life Technologies). ESCs were seeded at a density of 50,000 cells/cm^2^ in culture dishes (Corning^®^ Cell BIND^®^ surface) treated with 0.1% gelatin without feeder layer. Propagation of cells was carried out every 2–3 days using enzymatic cell dissociation.

### Establishment of ESC lines expressing PRAMEL7

ESCs were co-transfected with a plasmid expressing Cas9 protein and the sgRNA guide sequence targeting the *Rosa26* locus (Genome CRISPR^TM^ mouse ROSA26 safe harbor gene knock-in kit, SH054, GeneCopoeia) and the HDR repair template plasmid containing HA-FLAG-Pramel7_WT_ and -Pramel7_ΔN_ sequences under the CAG promoter, flanked by the homology arms (molar ratio 1:3). Two days after transfection, ESCs were selected using 2 μg of Puromycin (Life Technologies) overnight. After recover, ESCs were further treated with 1 μg of Puromycin (Life Technologies) for additional three days. After three days of culture, cells were seeded for single cell clone isolation. Puromycin resistant ESC clones were genotyped using PCR primers that could distinguish between insertions of the construct in one or both alleles (Dataset EV9).

### RNA sequencing and data analysis

2.5 × 10^6^ cells from ESCs, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-Pramel7_ΔN_ were collected in triplicates, and the total RNA was purified with TRIzol reagent (Life Technologies). In order to remove DNA contaminants, samples were treated with 1U DNase I (Thermo Scientific) for 1 h at 37 °C and RNA samples were re-purified using TRIzol and Chloroform extraction. The RNA samples (100–1000 ng) were polyA enriched and then reverse-transcribed into double-stranded cDNA. The cDNA samples were fragmented, end-repaired, and adenylated before ligation of TruSeq adapters containing unique dual indices (UDI) for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit® (1.0) Fluorometer and the TapeStation 2200 (Agilent Technologies Inc., Santa Clara, California). The product is a smear with an average fragment size of approximately 260 bp. Libraries were normalized to 10 nM in Tris-Cl 10 mM, pH8.5 with 0.1% Tween 20. The Novaseq 6000 (Illumina, Inc, California, USA) was used for cluster generation and sequencing according to standard protocol. Sequencing was single end 100 bp. The quality of the generated 120 bp single end reads was checked by FastQC, a quality control tool for high throughput sequence data (Andrews, 2010). The quality of the reads was increased by applying: (a) SortMeRNA (version 2.1) tool to filter ribosomal RNA (Kopylova and Touzet 2012); (b) Trimmomatic (version 0.36) software package to trim the sorted (a) reads (Bolger et al, 2014). The sorted (a), trimmed (b) reads were mapped against the mouse genome (mm10) using the default parameters of the STAR (Spliced Transcripts Alignment to a Reference, version 2.4.0.1) (Dobin et al, 2013). For each gene, exon coverage was calculated using a custom pipeline and then normalized in reads per kilobase per million (RPKM) (Mortazavi et al, 2008), the method of quantifying gene expression from RNA sequencing data by normalizing for total read length and the number of sequencing reads. Only genes with more than one read per million in at least two samples were conserved for the analysis. Genes were classified as differentially expressed with an adjusted *P*-value (FDR) below 0.05 for DESeq2 and a minimal logFC of 1.5 for EdgeR. The functional annotation analysis of the differentially expressed genes was performed using DAVID (Database for Annotation, Visualization and Integrated Discovery) (Huang da et al, 2009). RNAseq data of *Mbd3*-KD ESCs are from GEO accession number GSE61188 (Luo et al, 2015).

### Principal component analysis

The PCA has been performed on qRT-PCR data set combined with the RNAseq data described in (Boroviak et al, 2014). The log_2_ counts in RNAseq have been selected and normalized to mean. The data set taken for PCA and hierarchical clustering was created as a projection of 96 genes used in (Boroviak et al, 2014). onto the PRAMEL7 ESCs RNAseq experiment. The data was RPKM normalized and scaled prior to PCA removing the lower 5% of least variance. PCA was performed using PCAtools function in R package. (PCAtools: PCAtools: Everything Principal Components Analysis. R package version 2.6.0, https://github.com/kevinblighe/PCAtools).

### Cell fractionation

ESCs were collected by trypsinization, washed once with PBS, and counted. ESC pellets were resuspended at a concentration of 20 × 10^6^ cells/ml PBS, divided into two, and centrifuged at 1000 × *g* for 5 min). One sample was used for whole cell extract and the other for the chromatin fractionation. For the whole cell extract, cell pellets were resuspended in MNase Buffer containing 0.3 M Sucrose, 50 mM Tris-HCl pH 7.5, 30 mM KCl, 7.5 mM NaCl, 4 mM MgCl2, 1 mM CaCl2, 0.125% NP-40, fresh 0.25% NaDeoxycholate, and 1x cOmplete^™^ Protease Inhibitor Cocktail (Roche). Samples were incubated with MNase (S7 Micrococcal nuclease, Roche) in the ratio 5 Units MNase/1 million cells at 37 °C for 30– 45 min and boiled in 1x Laemmli buffer (10% glycerol, 10 mM Tris pH 6.8, 2% SDS, 0.1 mg/ml bromophenolblue, 2% β-mercaptoethanol) at 95 °C for 5 min. For the chromatin fractionation, ESC pellets were resuspended with the chromatin extraction buffer (10 mM Hepes pH 7.6, 150 mM NaCl, 3 mM MgCl_2_, 0.5% Triton X-100, freshly supplemented with cOmplete^™^ Protease Inhibitor Cocktail). Sample was then sonicated for 15 s to lyse nuclei and incubated for 30 min at room temperature rotating. Precipitated chromatin was isolated by centrifugation at 3000 × *g* for 10 min at 4 °C. The soluble fraction (supernatant) was collected into a new tube and boiled in 1x Laemmli buffer at 95 °C for 5 min. Chromatin pellet was incubated with MNase (S7 Micrococcal nuclease, Roche) to ensure genomic DNA fragmentation. Chromatin fractions were then boiled in 1x Laemmli buffer at 95 °C for 5 min and further analyzed by Western Blotting.

### Stable isotope labeling by amino acids (SILAC)

ESCs, ESC + H/F-PRAMEL7_WT_, and ESC + H/F-PRAMEL7_ΔN_ were cultured in DMEM media for SILAC (ThermoFischer Scientific; 89985) with 15% knockout serum replacement (ThermoFischer Scientific; 10828010, substituted with 1× MEM NEAA (Life Technologies), 100 μM β-mercaptoethanol, recombinant leukemia inhibitory factor, LIF (Polygene, 1000 U/ml)). Cells were cultured in the above media containing either 0.15 mg/ml Lys-8 HCl L-Lysine HCl 13C,15N (Silantes; 211603902) replacing normal Lys and 0.09 mg/ml Arg-10 HCl L-Arginine HCl 13C,15N (Silantes; 201603902) replacing normal Arg or in media containing 0.15 mg/ml L-Lysine monohydrochloride (Sigma; L5626) as a Lys replacement and 0.09 mg/ml L-arginine monohydrochloride (Sigma; A6969) as a Arg replacement. Before collection for downstream analyses, cells were passaged 4× in the indicated culture media to achieve >95% protein labeling. Cells were washed 2× in PBS, lysed in hot lysis buffer (6 M Guanidine hydrochloride, 5 mM TCEP, 10 mM CAA, 100 mM Tris HCl pH 8). Samples were then sonicated, incubated at 95 °C for 10 min and cleared via centrifuged at 15,000 × *g* for 10 min. The lysates were then stored at −80 °C until LC-MS/MS analysis.

In preparation for trypsin digestion, 25 µg of light or heavy label ESC+serum lysates (reference quantification lysates) were mixed with 25 µg of the opposing labeled ESC+serum, ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ lysates. The 50 µg of proteins were then trypsin digested overnight at 37 °C (1:25; Promega) using the filter aided sample preparation (FASP) methodology (Ostasiewicz et al, 2010). The samples were then acidified with TFA and salts removed using ZipTip C18 pipette tips (Millipore Corp.). The peptides were eluted with 20 µl of 60% ACN, 0.1% TFA, dried to completion and then reconstituted in MS buffer (3% ACN, 0.1% formic acid).

LC-MS/MS analyses were performed on an Orbitrap Fusion Tribrid mass spectrometer (Thermo Fisher Scientific), coupled to a nano EasyLC 1000 liquid chromatograph (Thermo Fisher Scientific). Peptides were loaded on a commercial MZ Symmetry C18 Trap Column (100 Å, 5 µm, 180 µm × 20 mm, Waters) followed by nanoEase MZ C18 HSS T3 Column (100 Å, 1.8 µm, 75 µm × 250 mm, Waters). Peptides were eluted over 100 min at a flow rate of 300 nL/min. An elution gradient protocol from 2 to 25% B, followed by two steps at 35% B for 5 min and at 95% B for 5 min, respectively, was used. The mass spectrometer was operated in data-dependent mode (DDA) acquiring a full-scan MS spectrum (300 − 1800 *m/z*) at a resolution of 120,000 at 200 *m/z* after accumulation to a target value of 500,000. Data-dependent MS/MS were recorded in the linear ion trap using quadrupole isolation with a window of 0.8 Da and HCD fragmentation with 35% fragmentation energy. The ion trap was operated in rapid scan mode with a target value of 10’000 and a maximum injection time of 50 ms. Only precursors with intensities above 5000 were selected for MS/MS and the maximum cycle time was set to 3 s. Charge state screening was enabled. Singly, unassigned, and charge states higher than seven were rejected. Precursor masses previously selected for MS/MS measurement were excluded from further selection for 20 s, and the exclusion window was set at 10 ppm. The samples were acquired using internal lock mass calibration on *m/z* 371.1012 and 445.1200.

RAW data files were converted to the mzXML format (Pedrioli et al, 2004) and searched against the the Swiss-Prot mouse protein database version of 2019-08 using version 2018.01 rev. 3 of Comet (Eng et al, 2013). Search parameters used were carboxyamidomethylation (57.021464 Da) of Cys as static modification, 13C6,15N2-Lys (8.01419892 Da), and 13C6,15N4-Arg (10.008252778 Da) as variable modifications, semitryptic digestion with a maximum of two missed cleavages, and 20 ppm error tolerance for precursor ions. Peptide probabilities were evaluated with PeptideProphet (Keller et al, 2002), and ProteinProphet (Nesvizhskii et al, 2003) was used to estimate protein probabilities. Peptides and proteins were filtered for 1% false-discovery rate. Protein abundance ratios were computed as L/H (light/heavy) using XPRESS (Han et al, 2001) with a mass tolerance of 10 ppm and a custom script was used to remove proteins with inconsistent ratios across the SILAC label switch. Significance of differential abundance across conditions was calculated using *t*-test and adjusted for multiple-testing using Benjamini-Hochberg.

### Immunoprecipitation

Immunoprecipitation analysis was performed on ESC+serum, ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_ cell lines by collecting 30mio cultured cells per cell line. Cells were washed 2× in PBS then incubated with MNase as described above for 30–45 min. Samples were then incubated with 150 mM NaCl for 10 min at 4 °C. Samples were centrifuged at 16,000 × *g* for 5 min and the supernatant was collected, precleared with 10 μl of packed Sepharose beads for 2 h at 4 °C, and then incubated overnight with Pierce^TM^ Anti-HA Magnetic Beads (Thermo Scientific) at 4 °C. Beads were then washed 3× in C-150 buffer (20 mM Hepes pH 7.6, 20% glycerol, 200 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.02% NP40, and 1x cOmplete^™^ Protease Inhibitor Cocktail). Purified complexes bound to the beads were submitted for tryptic digestion off the beads and subsequent mass spectrometric analyses.

### Chromatin-IP

Chromatin-IP was performed as previously described (Dalcher et al, 2020). Approximately 10^7^ ESCs were collected by trypsinization, centrifuged, and washed once with PBS. Nuclei were isolated by re-suspending the cells in two consecutive rounds in hypotonic buffer (10 mM Hepes pH 7.6, 1.5 mM MgCl_2_, 10 mM KCl, 2 mM Na_3_VO_4_ freshly supplemented with cOmplete^™^ Protease Inhibitor Cocktail). The suspension was homogenized using a handheld A pestle 10–20 times and the purity of nuclei was checked under a microscope. The nuclei were then isolated, sonicated for 15 s, and crosslinked in chromatin fractionation (10 mM Hepes pH 7.6, 3 mM MgCl_2_, 150 mM NaCl, and 0.5% Triton X-100) containing 2 mM Na_3_VO_4_ and 0.5 mM dithiobis[succinimidylpropionate] (DSP, Thermo Scientific) and supplemented with cOmplete^™^ Protease Inhibitor Cocktail. The solution was incubated at room temperature for 30 min by rotation. The crosslinking was quenched by the addition of 25 mM Tris HCl pH 7.5. The chromatin was then isolated by centrifugation and washed twice in MNase buffer. Digestion of chromatin into mononucleosomes was obtained by digestion with 100U MNase in MNase buffer at 37 °C for 45 min. 1% SDS was then added followed by 3× 30 s sonication steps with a bioruptor sonicator (Diagenode) to solubilize the chromatin. Insoluble precipitates were removed by centrifugation and soluble crosslinked chromatin extracts were diluted 10× in IP buffer (0.3 M Sucrose, 50 mM Tris pH 7.5, 30 mM KCl, 300 mM NaCl, 4 mM MgCl_2_, 1 mM CaCl_2_, 0.125% NP-40, 0.25% NaDeoxycholate, 2 mM Na_3_VO_4,_ supplemented with cOmplete^™^ Protease Inhibitor Cocktail). Samples were precleared for 2 h with 10 μl of packed Sepharose beads for 2 h at 4 °C. The beads were then centrifuged, and the supernatants were incubated overnight with Cullin2 antibody at a concentration of 4 μg/mL at 4 °C (Dataset EV9). Samples were then incubated with 20 μl equilibrated Dynabeads protein A for 4 h at 4 °C. The beads were then subsequently washed 5× in wash buffer (20 mM Tris pH 7.5, 20% glycerol, 100 mM KCl, 300 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.125% NP40, 0.25% NaDeoxycholate, 2 mM Na_3_VO_4_ supplemented with cOmplete^™^ Protease Inhibitor Cocktail). Purified complexes bound to the beads were submitted for tryptic digestion of the beads and subsequent mass spectrometric analyses.

### Mass spectrometric analysis

The dry beads were washed beads were re-suspended in 45 µl digestion buffer (Tris/2 mM CaCl2, pH 8.2), reduced with 5 mM TCEP (tris(2-carboxyethyl)phosphine) and alkylated with 15 mM iodoacetamide. Proteins were on-bead digested using 5 µl of Sequencing Grade Trypsin (100 ng/µl in 10 mM HCl, Promega). The digestion was carried out in a microwave instrument (Discover System, CEM) for 30 min at 5 W and 60 °C. The supernatants were transferred in new tubes and the beads were washed with 150 µl 0.1% trifluoroacetic acid (TFA) -buffer and combined with the first supernatant. The samples were dried to completeness and re-solubilized in 20 µL of MS sample buffer (3% acetonitrile, 0.1% formic acid).

LC-MS/MS analysis was performed on an Q Exactive mass spectrometer (Thermo Scientific) equipped with a Digital PicoView source (New Objective) and coupled to a nanoAcquity UPLC (Waters Inc.). Solvent composition at the two channels was 0.1% formic acid for channel A and 0.1% formic acid, 99.9% acetonitrile for channel B. Column temperature was 50 °C. For each sample 1 μL of peptides were loaded on a commercial Symmetry C18 trap column (5 µm, 180 µm × 20 mm, Waters Inc.) connected to a BEH300 C18 column (1.7 µm, 75 µm × 150 m, Waters Inc.). The peptides were eluted at a flow rate of 300 nL/min with a gradient from 5 to 35% B in 90 min, 35 to 60% B in 5 min and 60 to 80% B in 10 min before equilibrating back to 5% B.

Samples were measured in randomized order. The mass spectrometer was operated in data-dependent mode (DDA), funnel RF level at 60%, and heated capillary temperature at 275 °C. Full-scan MS spectra (350–1500 *m/z*) were acquired at a resolution of 70,000 at 200 *m/z* after accumulation to a target value of 3,000,000, followed by HCD (higher-energy collision dissociation) fragmentation on the twelve most intense signals per cycle. Ions were isolated with a 1.2 *m/z* isolation window and fragmented by higher-energy collisional dissociation (HCD) using a normalized collision energy of 25%. HCD spectra were acquired at a resolution of 35,000 and a maximum injection time of 120 ms. The automatic gain control (AGC) was set to 100,000 ions. Charge state screening was enabled and singly and unassigned charge states were rejected. Only precursors with intensity above 25,000 were selected for MS/MS. Precursor masses previously selected for MS/MS measurement were excluded from further selection for 40 s, and the exclusion window tolerance was set at 10 ppm. The samples were acquired using internal lock mass calibration on m/z 371.1010 and 445.1200.

The mass spectrometry proteomics data were handled using the local laboratory information management system (LIMS) (Türker et al). The acquired raw MS data were converted into Mascot Generic Format files (.mgf) using ProteoWizard (http://proteowizard.sourceforge.net/), and the proteins were identified using the Mascot search engine (Matrix Science, version 2.6.2). Mascot was set up to search the SwissProt database assuming the digestion enzyme trypsin. Spectra were searched against a Uniprot Mus musculus proteome database (taxonomy 10090), concatenated to its reversed decoyed fasta database. Oxidation of methionine was specified in Mascot as a variable modification. Mascot was searched with a fragment ion mass tolerance of 0.030 Da and a parent ion tolerance of 10.0 PPM. Scaffold (Proteome Software Inc., version 5) was used to validate MS/MS-based peptide and protein identifications. Peptide identifications were accepted if they achieved a false discovery rate (FDR) of less than 0.1% by the Scaffold Local FDR algorithm. Protein identifications were accepted if they achieved an FDR of less than 1.0% and contained at least two identified peptides.

### Chromatin immunoprecipitation analysis (ChIP)

ChIP analysis was performed as previously described (Leone et al, 2017). Briefly, 1% formaldehyde was added to cultured cells to cross-link proteins to DNA. Cells were permeabilized with permeabilization buffer containing Triton X-100 (10 mM EDTA pH 8.0, 10 mM EGTA, 10 mM HEPES and 0.25% Triton X-100) and collected. The cell pellet was incubated in MNase buffer, where digestion of chromatin into mononucleosomes was obtained by digestion with 100U MNase in MNase buffer for 30 min at 37 °C. MNase digestion was quenched with 10% EDTA (final volume). 25 μg of chromatin was precleared for 2 h with 10 μl of packed Sepharose beads at 4 °C. The samples were incubated with 2 μg of Chd4 antibody (Dataset EV9) overnight, followed by 4 h with Dynabeads™ Protein G (Thermo Scientific) at 4 °C. The beads were then washed, and the bound chromatin was eluted with the elution buffer (1% SDS, 100 mM NaHCO3). Upon proteinase K digestion (50 °C for 3 h) and reversion of cross-linking (65 °C, overnight), DNA was purified with phenol/chloroform, ethanol precipitated.

ChIP-qPCR measurements were performed with KAPA SYBR® FAST (Sigma) on a Rotor-Gene Q (Qiagen) always comparing enrichments over input samples. Primer sequences are listed in Dataset EV9.

For ChIPseq analyses, the quantity and quality of the isolated DNA was determined with Qubit® 4 Fluorometer (Life Technologies). Libraries were prepared using the NEBNext^®^ Ultra^™^ II DNA Library Prep for Illumina (New England Biolabs, E7645S and E7645L) following the manufacturer’s protocol. Briefly, ChIP and input samples (10 ng) were first end-repaired and polyadenylated. Then, the ligation of Illumina compatible adapters containing the index for multiplexing was performed. The quality and quantity of the enriched libraries were evaluated using Qubit^®^ 4 Fluorometer and 4200 TapeStation System (Agilent). Sequencing was performed on an Illumina NovaSeq6000 machine with single-end 100 bp reads. Motif analysis was performed by using findMotifs.pl from HOMER (v4.11) and applying parameters for motifs of length 8 and 10 from −2 kb to +1 kb bp relative to the transcription start site.

### ChIPseq data analysis

ChIPseq reads were aligned to the mouse mm10 reference genome using Bowtie2 (version 2.3.4.3; (Langmead and Salzberg, 2012)). Read counts were computed and normalized using “bamCoverage” from deepTools (version 3.2.1; (Ramirez et al, 2014)) using a bin size of 50 bp. “computeMatrix” from deepTools was used to generate all heat maps and plot profiles. CHD4 bound regions were defined using SICER (version 1.1; (Zang et al, 2009)) by comparing the CHD4 ChIPs of the three cell lines and the respective input. Integrative Genome Viewer (IGV, version 2.16.0) (Robinson et al, 2011) was used to visualize and extract representative ChIPseq tracks.

### Supplementary information

Appendix

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Dataset EV9

Source Data Fig. 1

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Fig. 6

Figure EV1 Source Data

Peer Review File

## Data Availability

RNAseq data generated in this study have been deposited in the NCBI’s GEO database under accession code GSE215339. Proteomic data are available via ProteomeXchange with identifier PXD032184.

# Supplementary material for: PRAMEL7 and CUL2 decrease NuRD stability to establish ground-state pluripotency
**Source:** EMBO Rep. 2024 Feb 8;25(3):1453–68. doi: 10.1038/s44319-024-00083-z
**Supplement:** Supplementary file 1 — Appendix

# Appendix

**PRAMEL7 and CUL2 decrease NuRD stability to establish ground-state pluripotency**  
Rupasinghe, Bersaglieri *et al.*

| Table of content                                                                                                          | Page |
|---------------------------------------------------------------------------------------------------------------------------|------|
| Appendix Figure S1. PRAMEL7-CUL2 axis contrasts the repression of genes associated with NuRD complex (related to Fig. 6). | 2    |

# Appendix Figure S1

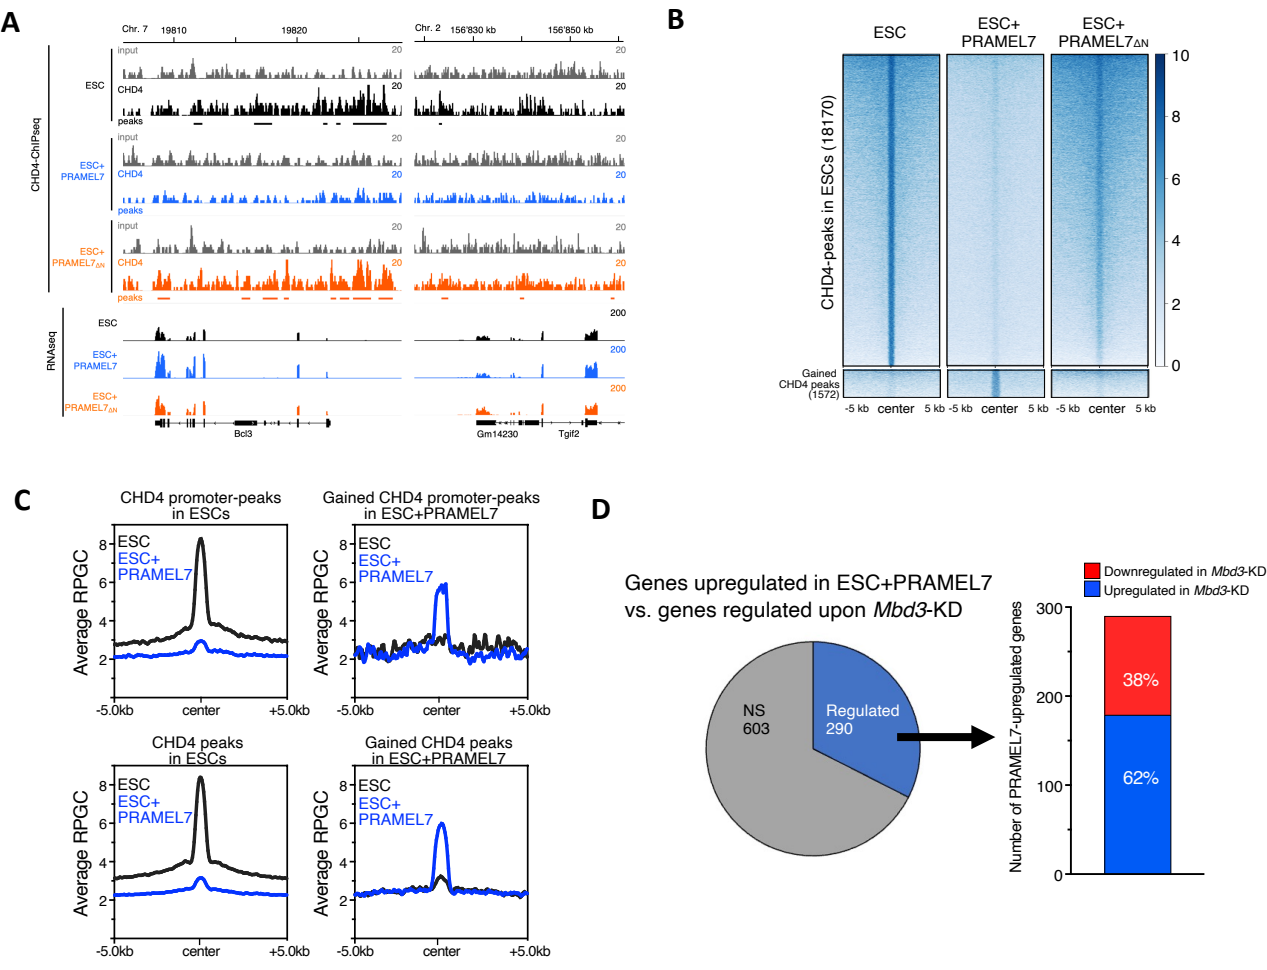

## Appendix Figure S1

### PRAMEL7-CUL2 axis contrasts the repression of genes associated with NuRD complex

**A.** Representative images showing CHD4-association in ESCs (ChIPseq) and gene expression (RNAseq) in parental ESCs, ESC+H/F-PRAMEL7<sub>WT</sub>, and ESC+H/F-PRAMEL7<sub>ΔN</sub> of two upregulated PRAMEL7<sub>Cul2</sub>- genes with CHD4-bound promoters.

**B.** Heatmap showing all CHD4 peaks detected in parental ESCs and the corresponding signals in ESC+H/F-PRAMEL7<sub>WT</sub> and ESC+H/F-PRAMEL7<sub>ΔN</sub>.

**C.** Average density plots of ChIPseq read counts of CHD4 peaks in parental ESCs and gained CHD4 peaks in ESC+PRAMEL7 at ± 5 Kb from CHAD4 peak summits. Data are represented for total CHD4 peaks and CHD4 peaks within promoters.

**D.** Quantifications of upregulated PRAMEL7 genes that are also upregulated in *Mbd3*-KD ESC+serum. RNAseq data are from (Luo *et al.*, 2015).

How the deposited data were processed for this re-analysis (not part of the article)

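RNA had been sequenced from parental ESCs, ESC + H/F-PRAMEL7_WT_ and ESC + H/F-PRAMEL7_ΔN_, with 2 libraries per line. The authors removed ribosomal reads with SortMeRNA 2.1, trimmed with Trimmomatic 0.36, mapped with STAR 2.4.0.1 to mm10 and computed RPKM from exon coverage with their own pipeline. The authors' comparisons of each derived line with parental ESCs were deposited as well and served for checks, as did the supplementary datasets and the source data. Of the source data of Fig. 3A, 1999 of 2068 lines were held. ChIP signals, mass spectrometry and the principal component analysis were not analysed here. Enrichment of KEGG pathways was not computed again.

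The table of values held 50978 genes. Left out were 176 with a repeated name or a name turned into a date, 2796 without a match in GENCODE vM21 and 66 with several matches, which left 47940. The unmatched genes held 1.21% of the reads in the authors' means. The length used in RPKM was tested against the authors' mean reads. It was within 10% of the gene span for 98.3% of 9836 genes, against 8.7% for exon length. Each value was multiplied by the span and by one constant for all libraries, which gives CPM on average over the libraries and keeps the scaling of the authors. That conversion was chosen before any test result was seen, whereas the design written earlier had named RPKM above 1 as the filter for such files. RPKM without conversion was therefore run as an added alternative. Relative to the authors' fold changes, log_2_ ratios of the deposited values carry the constant offsets given with the counts of changed genes, and their cause was not tested.

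Genes above 1 CPM in at least 2 libraries were tested on log2(value + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend and all 6 libraries in one fit. Calls used an unadjusted P value under 0.05 and an absolute log_2_ fold change above 0.58, as in the paper's text. Gene lists were tested with camera (correlation 0.01) and fry. The authors' deposited tables give log2 fold changes with standard errors from DESeq2, a Wald score per gene, P values, and the mean reads after DESeq2 scaling, in one table also as log10 values, per the file headers. Tables and figures used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data with 200 changed genes, 97.5% were recovered, 6 unchanged genes were called with the unadjusted P value, and the slope of estimated on true log2 fold changes was 0.876.

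The tests, the main settings, the gene lists and a set of alternatives were fixed before the data were examined. These alternatives were pseudocounts of 0.1 and 5, no filter, a filter of 10 CPM, a replicate block, fits of only the compared lines, quantile and upper-quartile scaling, limma without trend, the adjusted P value, other limits on the fold change, a loess correction for GC content and gene length (span 0.5) and leaving out each library. Voom on whole reads, RPKM without conversion, median-ratio scaling and the loess correction for lists and chromosomes were added after seeing the data. The limit of 0.1 for shifts of chromosomes, the boundaries of the chromosome segments and the random gene sets for germline genes were also chosen after seeing values.

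Named genes were those the paper names and, per line and direction, the 5 with the largest change among genes with an adjusted P value under 0.05. These also needed a mean of at least 10 CPM and both libraries on the same side of both parental ones. A gene that met this rule is not reported here. *Nanog*, *Klf4*, *Fzd7*, *Hesx1*, *Smad3*, *Jak3*, *Id1*, *Fgfr1*, *Itgb3*, *Col1a1*, *Col6a2*, *Lima1*, *Fn1* and *Thoc2* were named from the lists after their values were seen. Pearson correlations between the libraries of a line on the log2 scale were 0.9903 in parental ESCs, 0.9966 in ESC + H/F-PRAMEL7_WT_ and 0.9952 in ESC + H/F-PRAMEL7_ΔN_.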

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

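The camera tests of gene lists and the direct comparison of the derived lines were fixed before the data were examined. The tests for a gain of chromosome 11, of chromosome 6 and of its segment between 80 and 100 Mb were written before their results. The boundaries of the chromosome segments, however, were chosen after seeing values. The other tests of explanations in this part were chosen after the result was seen.

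The genes of chromosome 11, which the paper does not discuss as a group, were lower than all genes in both derived lines, with medians of -0.28 in ESC + H/F-PRAMEL7_WT_ and -0.273 in ESC + H/F-PRAMEL7_ΔN_ over 1102 genes. Medians of 10000 random gene sets of this size lay between -0.06 and 0.046 in ESC + H/F-PRAMEL7_WT_. Besides chromosomes 6, X and Y, chromosomes 7 (0.095), 8 (0.079), 15 (0.109) and 17 (0.07) also lay outside their random sets there. In ESC + H/F-PRAMEL7_ΔN_ these last did not. The smaller shift after the loess correction was -0.278 and 13 of 13 windows of 10 Mb were lower in both lines, which argues against GC content and against a few genes or one segment. Without either parental library the shift was -0.259 where it was smallest, so a single deviating parental library leaves it in place. Downregulated genes of ESC + H/F-PRAMEL7_WT_ were over-represented on this chromosome with an odds ratio of 4.14, beyond an even distribution over chromosomes. The smallest shift over 3 expression ranges and both lines was -0.167, as a gain of chromosome 11 in part of the parental cells would need. Such a gain may therefore account for part of the downregulated genes common to both lines, among them genes counted as PRAMEL7_Cul2-ind_. Of the 277 downregulated genes of ESC + H/F-PRAMEL7_WT_ on chromosome 11, 114 were among the 493 common ones. The others were downregulated only in ESC + H/F-PRAMEL7_WT_, so the gain may also account for part of the PRAMEL7_Cul2_ genes. DNA was not analysed here, and a difference between clones remains untested.

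Chromosome 6 outside 80 to 100 Mb was higher in ESC + H/F-PRAMEL7_ΔN_, with a median of 0.374 over 480 genes, and the lines differed by -0.466. After the loess correction the median was 0.375, which argues against GC content. The smallest shift over expression ranges was 0.274, which is consistent with a gain of this part in a share of the cells of ESC + H/F-PRAMEL7_ΔN_. Between 80 and 100 Mb, 123 genes were lower in both lines, with medians of -0.46 in ESC + H/F-PRAMEL7_WT_ and -0.506 in ESC + H/F-PRAMEL7_ΔN_. The loess correction left -0.48 for the smaller shift. A segment gained in parental ESCs (smallest shift -0.311) and a segment lost in both derived lines cannot be told apart, since only ratios between lines were measured. The *Rosa26* locus of the insertion lies on chromosome 6 outside this segment.

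On the X chromosome between 90 and 120 Mb, 89 genes were higher in ESC + H/F-PRAMEL7_WT_, with a median of 0.408, and the lines differed by 0.543. After the loess correction the median was 0.461, which argues against GC content and gene length. Over 3 expression ranges the median was 0.347, 0.428 and 0.566, so the shift was not confined to one range. A gain of this segment and other differences between clones stay open. The rest of the X chromosome was lower in the same line, with a median of -0.158 over 360 genes. Its window between 130 and 140 Mb had -0.401 over 50 genes.

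The 5 tested Y-linked genes were higher in ESC + H/F-PRAMEL7_WT_ (median difference 0.983, camera adjusted p = 0.00111) and lower in ESC + H/F-PRAMEL7_ΔN_ (-2.2, camera adjusted p = 3.08e-06). They held 44.48 and 33.16 CPM in the parental libraries, 75.11 and 78.52 in ESC + H/F-PRAMEL7_WT_, and 0.81 and 1.37 in ESC + H/F-PRAMEL7_ΔN_. The loess correction left -2.176 in ESC + H/F-PRAMEL7_ΔN_. The X chromosome had a median of -0.115 there, which argues against libraries from a line with a second active X chromosome. All 5 genes were lower in ESC + H/F-PRAMEL7_ΔN_, and loss of the Y chromosome in most of its cells is a candidate explanation. The lower value in parental ESCs than in ESC + H/F-PRAMEL7_WT_ could come from the same loss in part of the parental cells, for which the X median of -0.115 decides nothing.

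Germline genes repressed by methylation were lower in ESC + H/F-PRAMEL7_ΔN_, with a median difference of -0.222 (camera adjusted p = 0.0109, between 0.00113 and 0.0265 over the alternatives) and 17 of 21 genes lower. Without a parental or derived library the value ranged from -0.433 to -0.152. After the loess correction it was -0.207, within the spread between libraries. For 17 genes without a near-identical copy it was -0.133, and 8.13% of 10000 random sets were as low. GC content, reads shared between paralogs and a change in the cells cannot be told apart for this list, since the spread between libraries, 0.287, exceeds the shift.

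In a preset list of genes that the paper names, the direct comparison of the derived lines differed for *Grb10* (-4.37), *Pramel7* (-3.06), *Cbx3* (-0.65), *Cbx5* (-0.61), *Bcl3* (0.59) and *Mta3* (0.41). The list does not hold all genes named in the text, and others differed as well, such as *Emp1* (-2.51), *Klf4* (-0.90) and *Nanog* (-0.54). *Cbx3* lies on chromosome 6, where the copy number may differ between the lines (0.274 for the test above), and *Grb10* on chromosome 11, whose shift was similar in both lines. For *Pramel7*, the reads on genes differed by a factor of at most 1.09 between libraries, which argues against depth. *Pramel7* mRNA was higher in ESC + H/F-PRAMEL7_ΔN_ than in ESC + H/F-PRAMEL7_WT_, so the design does not separate the amount of this mRNA from the lack of the N-terminus. The paper shows PRAMEL7 protein of both lines in western blots, which were not analysed here. Against parental ESCs, *Grb10*, *Bcl3* and *Mta3* changed less in ESC + H/F-PRAMEL7_ΔN_ than in ESC + H/F-PRAMEL7_WT_, whereas *Cbx3* and *Cbx5* changed more. The deletion and differences between single-cell clones remain open as explanations for these genes, and so does the dose for those other than *Pramel7*.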

How the results depend on the processing

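Median-ratio scaling, voom, RPKM without conversion and the loess correction for lists and chromosomes were added after seeing the data. The other alternatives in this part were set before the data were examined. Below, ESC + H/F-PRAMEL7_WT_ is called the WT line and ESC + H/F-PRAMEL7_ΔN_ the ΔN line. Shares of only-WT genes are the percent of genes changed in the WT line that were not changed in the same direction in the ΔN line, and direct differences are the percent of PRAMEL7_Cul2_ genes that differed between the lines. Among comparisons of a main result with an alternative that kept all libraries, 312 kept direction, call and size, 99 moved, 7 reversed and 5 passed a threshold they had not passed. Where values moved, the cause was not tested, unless fewer genes or another limit give it by construction.

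With a pseudocount of 5, 296 genes were upregulated and 428 downregulated in the WT line, and 193 and 459 in the ΔN line. Only-WT shares were 86.1% and 62.1%, and direct differences 71.4% of the upregulated and 52.3% of the downregulated genes. The chromosome medians moved, where chromosome 11 had -0.226 in the WT line and -0.226 in the ΔN line, and chromosome 6 -0.133 and 0.208. Imprinted genes in the WT line turned to 0.007. With a pseudocount of 0.1, the upregulated only-WT share was 78.0%. Chromosome 11 in the WT line had -0.303, and chromosome 6 -0.196 and 0.326 in the 2 lines.

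Without a filter, direct differences were 46.8% of the upregulated and 20.4% of the downregulated genes as called here, and 40.7% and 22.3% for Dataset EV3. The chromosome medians shrank, where chromosome 11 had -0.117 in the WT line and -0.127 in the ΔN line, and chromosome 6 -0.002 and 0.069, in a fit with more genes near 0. Above 10 CPM, with fewer genes tested, 361 genes were upregulated and 530 downregulated in the WT line, and 252 and 496 in the ΔN line. The downregulated only-WT share was 65.7%. Direct differences were 69.6% of the upregulated and 48.6% of the downregulated genes, and 52.8% for the downregulated genes of Dataset EV3. Chromosome 11 had -0.305 in the WT line, and chromosome 6 -0.202 and 0.341. Germline genes in the WT line passed at 0.488 (adjusted p 0.0327, between 0.0327 and 0.286 over alternatives). Formative and primed genes in the ΔN line passed at -0.848 (adjusted p 0.000986, between 0.000986 and 0.182 over alternatives).

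Under quantile normalization, 908 genes were upregulated in the WT line and 712 in the ΔN line, and 52.7% and 47.0% of changed genes were upregulated, against 34.0% and 25.5%. Only-WT shares were 74.9% and 61.1%. Imprinted genes in the WT line turned to 0.018 and naive genes in the ΔN line to -0.023. Among genes, *Dnmt1* in the WT line turned to -0.042, and in the ΔN line *Chd4* to -0.032 and *Tgif2* to 0.150. Upper-quartile scaling gave a direct difference of 46.2% for downregulated genes. It brought the CHD4-bound genes in the WT line past the threshold at 0.086 (adjusted p 0.0465, between 0.0325 and 0.66 over alternatives).

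With the loess correction, 649 genes were upregulated in the ΔN line, and 44.4% and 42.2% of changed genes were upregulated in the 2 lines. The upregulated only-WT share was 75.4%, and direct differences were 52.4% for downregulated genes and 58.2% for the upregulated genes of Dataset EV3. Reversed were *Cbx3* (0.112), *Cbx5* (0.213), *Cul2* (0.137) and *Gprc5a* (-0.002) in the WT line, and *Dnmt1* (0.052) and *Tgif2* (0.046) in the ΔN line. Its use for lists and chromosomes was chosen after seeing the data. There, imprinted and germline genes in the WT line turned to 0.017 and -0.025. Formative and primed genes in the ΔN line passed at -0.240 (adjusted p 0.0401, between 0.000986 and 0.182). In the WT line, chromosome 11 had -0.335 and chromosome 6 -0.132.

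The replicate numbers do not pair the libraries, with correlations of deviations between lines of 0.207, -0.249 and -0.103. With these numbers as a block, direct differences were 60.8% of the upregulated and 36.6% of the downregulated genes as called here, and 58.9% and 38.7% for Dataset EV3. Block and loess together gave 655 upregulated genes in the ΔN line, an only-WT share of 74.6%, and direct differences of 50.9% and, for Dataset EV3, 58.9%. The same genes as with loess alone reversed, at 0.112, 0.213, 0.137, -0.002, 0.052 and 0.046.

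In fits of only the compared lines, direct differences were 76.0% of the upregulated and 61.9% of the downregulated genes as called here, and 80.4% and 64.7% for Dataset EV3. Without trend, 58.1% of the upregulated genes of Dataset EV3 differed. With the adjusted P value, 72.3% of the upregulated genes as called here did.

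Without a limit on the fold change, 1848 genes were upregulated and 3275 downregulated in the WT line, and 1451 and 2820 in the ΔN line. Only-WT shares were 69.0% and 53.5%, and 55.3% of the upregulated genes differed directly. Of the downregulated proteins, 43 mRNAs were downregulated and 35 upregulated. At an absolute log_2_ fold change above 1, 101 genes were upregulated and 234 downregulated in the WT line, and 60 and 364 in the ΔN line. The upregulated only-WT share was 92.1%, direct differences were 72.0% of the upregulated and 52.3% of the downregulated genes, and 1 and 0 mRNAs of downregulated proteins passed.

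The following alternatives were chosen after seeing the data. Median-ratio scaling gave an upregulated only-WT share of 78.8%, 2 downregulated mRNAs of downregulated proteins, and 48.9% and 36.1% upregulated among changed genes. CHD4-bound genes in the WT line passed at 0.087 (adjusted p 0.0325, with 0.66 as the highest over alternatives). *Cbx5* in the WT line turned to 0.044, and in the ΔN line *Dnmt1* to 0.024 and *Tgif2* to 0.034. Voom on whole reads gave an upregulated only-WT share of 77.9%. Chromosome 11 in the WT line had -0.302, chromosome 6 -0.198 and 0.329, and *Dnmt1* in the WT line turned to -0.004.

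RPKM without conversion sets long genes below the filter. There, 53 genes were upregulated and 6 downregulated in the WT line, and 18 and 27 in the ΔN line, with 89.8% and 40.0% upregulated. Only-WT shares were 92.5% and 50.0%. Direct differences were 53.1% of the upregulated and 66.7% of the downregulated genes as called here and 39.1% for the upregulated genes of Dataset EV3. Of downregulated proteins, 0 mRNAs were downregulated and 1 upregulated. Imprinted genes turned to 0.177 and 0.196, and chromosome 11 had -0.235 in the WT line and -0.228 in the ΔN line, and chromosome 6 -0.101 and 0.214. Y-linked genes gave no value.

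Leaving out 1 library leaves 1 in its line, so no calls were made. The correlation of the fold changes of the lines ranged from 0.399 to 0.566 over 6 fits, with 0.566 without the first parental library. Over 4 fits each, chromosome 11 in the WT line ranged from -0.305 to -0.259, and chromosome 6 from -0.193 to -0.143 and, in the ΔN line, from 0.277 to 0.318. In the WT line, imprinted genes ranged from -0.053 to 0.058 (0.058 without its first library), germline genes from -0.013 to 0.187 (-0.013 without the second parental library) and Y-linked genes from 0.689 to 1.085. In the ΔN line, naive genes ranged from 0.058 to 0.092, formative and primed genes from -0.332 to -0.064 (-0.064 without its second library) and imprinted genes from -0.133 to -0.036 (-0.133 without the first parental library).

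Of the genes in the WT line, *Cbx5* ranged from -0.238 to 0.149, *Cul2* from -0.344 to 0.11 and *Gprc5a* from -0.042 to 0.084, each reversed without the first parental library. *Dnmt1* ranged from -0.125 to 0.131, reversed without that library and without the first of the WT line (-0.012). In the ΔN line, *Bcl3* (-0.152 to 0.474), *Chd4* (-0.021 to 0.066), *Esrra* (-0.251 to 0.279) and *Klf4* (-0.012 to 0.503) reversed without the first parental library. *Cul2* (-0.183 to 0.272), *Dnmt1* (-0.178 to 0.079), *Grb10* (-0.121 to 0.23), *Pdgfc* (-0.219 to 0.534) and *Tgif2* (-0.165 to 0.111) reversed without the second. Without a library of the ΔN line, *Chd4* (-0.008), *Esrra* (-0.025), *Cul2* (-0.069) and *Tgif2* (0.111) reversed as well. None of these had passed the threshold in that line.

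For single genes with all libraries kept, 28 comparisons became weaker, 9 became stronger, 19 reversed and 922 stayed the same. Planned count-based tests were not run.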

Differences from the paper's values

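The tests behind these values were set before the data were examined, apart from the settings said to be chosen after seeing the values.

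Of the proteins lower in ESC + H/F-PRAMEL7_WT_, 4 had a downregulated mRNA, against the paper's 15. The limit on the fold change was applied here, whereas the paper names none for these 15. All 15 had a negative log_2_ fold change here, and 12 were lower with the adjusted P value without that limit. None of the alternatives set before the data were examined came within 1.5 times the paper's number. They gave 3 or 4 genes, 1 at an absolute log_2_ fold change above 1 and 43 without a limit on the fold change. Chosen after seeing the values, median-ratio scaling gave 2, voom 4 and RPKM without conversion 0.

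Upregulated PRAMEL7_Cul2-ind_ genes numbered 104, against 180 in the paper's Dataset EV3. Counts were taken to differ when one was over 1.5 times the other. Within this limit were a pseudocount of 0.1 (159), quantile normalization (228), upper-quartile scaling (121), the loess correction (157) and loess with block (163). Outside it were a pseudocount of 5 (41), no filter (100), more than 10 CPM (65), the block (104), no trend (100), only the compared lines (102), the adjusted P value (89), no limit on the fold change (572) and a limit of 1 (8). Median-ratio scaling (177) and voom (159), both chosen after seeing the values, also lay within it. RPKM without conversion (4), likewise chosen after seeing the values, lay outside it.

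For *Pramel7* in ESC + H/F-PRAMEL7_WT_, the log_2_ fold change was 5.33, against the paper's 7.78. No alternative set before the data were examined came within 1 standard error, and the nearest was a pseudocount of 0.1 (7.18). A pseudocount of 5 gave 3.36, quantile normalization 5.48 and the loess correction 5.49. Of the settings chosen after seeing the values, voom gave 7.52, median-ratio scaling 5.37 and RPKM without conversion 0.94. The ratio of the means without a pseudocount was 205.5-fold, or 7.68 on the log2 scale.

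*Tgif2* had a log_2_ fold change of 0.52 in ESC + H/F-PRAMEL7_WT_, against the paper's 0.72. Within 1 standard error of the fold change (0.1831) of the paper's value were a pseudocount of 0.1 (0.61), quantile normalization (0.68) and upper-quartile scaling (0.55), and median-ratio scaling (0.60) and voom (0.60), both chosen after seeing the values. The other alternatives set before the data were examined lay further away.

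The paper treats *Tgif2* and *Esrra* as upregulated in ESC + H/F-PRAMEL7_WT_, and neither passed the limit of 0.58 here (0.52 and 0.55). *Tgif2* passed with a pseudocount of 0.1 (0.61), quantile normalization (0.68), no limit on the fold change and, chosen after seeing the values, median-ratio scaling (0.60) and voom (0.60). *Esrra* passed with quantile normalization (0.63), the loess correction with and without block (0.64), no limit on the fold change and, chosen after seeing the values, median-ratio scaling (0.63). The paper describes both as bound by CHD4, and neither is among the genes of its Dataset EV8.

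The paper states that *Uhrf1* mRNA did not change significantly in ESC + H/F-PRAMEL7_WT_. Here its log_2_ fold change was 0.37 with adjusted p = 0.0115 from limma, below the limit on the fold change, and the gene was called only without that limit. The paper gives similar numbers of upregulated and downregulated genes in ESC + H/F-PRAMEL7_WT_, and here 600 and 1163 were found. Quantile normalization gave 908 and 815. Median-ratio scaling, chosen after seeing the values, gave 835 and 872.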

Other observations

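The camera tests of gene lists and the direct comparison of the derived lines were fixed before the data were examined. All other tests in this part were chosen after the result was seen.

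In ESC + H/F-PRAMEL7_WT_, log_2_ fold changes rose with the GC content of the gene, with a Spearman correlation over 12914 genes of 0.349, against 0.026 in ESC + H/F-PRAMEL7_ΔN_. Between the 2 libraries of one line this correlation reached 0.515 in ESC + H/F-PRAMEL7_ΔN_, with -0.41 in parental ESCs and -0.103 in ESC + H/F-PRAMEL7_WT_. A GC bias between libraries may therefore account for part of the trend in ESC + H/F-PRAMEL7_WT_. Upregulated genes of ESC + H/F-PRAMEL7_WT_ had a median GC content of 54.8% and downregulated genes of 48.4%, against 49.9% for unchanged genes.

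More genes were downregulated than upregulated in ESC + H/F-PRAMEL7_WT_, where 34.0% of changed genes were upregulated. Under median-ratio scaling this was 48.9%, and 36.1% in ESC + H/F-PRAMEL7_ΔN_. As that scaling centres the fold changes, the scaling of the libraries in the deposited values and a true excess of downregulated genes cannot be told apart. The authors' deposited table held 894 upregulated and 887 downregulated genes with the unadjusted P value, the numbers of the text, and 668 and 542 with the adjusted one.

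Of 27 tested imprinted genes, 10 differed between the derived lines. Among them, *Grb10*, *Peg10*, *Mest*, *Sgce*, *Slc38a4* and *Zdbf2* were lower in ESC + H/F-PRAMEL7_WT_ than in ESC + H/F-PRAMEL7_ΔN_, and *Nnat*, *Plagl1*, *Impact* and *Zrsr1* were higher. Of the 10 genes, 3 lie on chromosome 6, so its copy number cannot account for most of them. Differences in imprinting between clones are an untested possibility. As a set, imprinted genes had a median difference of -0.0493 in ESC + H/F-PRAMEL7_WT_ (camera adjusted p = 0.924) and -0.0608 in ESC + H/F-PRAMEL7_ΔN_ (camera adjusted p = 0.946). Germline genes in ESC + H/F-PRAMEL7_WT_ had 0.0591 (camera adjusted p = 0.0853).

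Formative and primed genes in ESC + H/F-PRAMEL7_ΔN_ had a median difference of -0.24 after the loess correction, which argues against GC content as the source of their lower values. Without the second library of ESC + H/F-PRAMEL7_ΔN_, the value before this correction was -0.064.

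*Xist* had between 8 and 18 reads in each of the 6 libraries. The non-coding gene at the *Rosa26* locus, on chromosome 6 from 113067428 to 113077333, had 45 and 16 reads in parental ESCs, 23 and 24 in ESC + H/F-PRAMEL7_WT_, and 4 and 8 in ESC + H/F-PRAMEL7_ΔN_.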
